# High-frequency repetitive transcranial magnetic stimulation (rTMS) protects against ischemic stroke by inhibiting M1 microglia polarization through let-7b-5p/HMGA2/NF-κB signaling pathway

**DOI:** 10.1186/s12868-022-00735-7

**Published:** 2022-08-04

**Authors:** Ye Hong, Jinfeng Lyu, Lin Zhu, Xixi Wang, Mengna Peng, Xiangliang Chen, Qiwen Deng, Jie Gao, Zhenhua Yuan, Di Wang, Gelin Xu, Mengyi Xu

**Keywords:** Ischemic stroke, Microglia polarization, rTMS, Let-7b-5p, HMGA2, NF-κB

## Abstract

**Background:**

Microglia assume opposite phenotypes in response to ischemic brain injury, exerting neurotoxic and neuroprotective effects under different ischemic stages. Modulating M1/M2 polarization is a potential therapy for treating ischemic stroke. Repetitive transcranial magnetic stimulation (rTMS) held the capacity to regulate neuroinflammation and astrocytic polarization, but little is known about rTMS effects on microglia. Therefore, the present study aimed to examine the rTMS influence on microglia polarization and the underlying possible molecular mechanisms in ischemic stroke models.

**Methods:**

Previously reported 10 Hz rTMS protocol that regulated astrocytic polarization was used to stimulate transient middle cerebral artery occlusion (MCAO) rats and oxygen and glucose deprivation/reoxygenation (OGD/R) injured BV2 cells. Specific expression levels of M1 marker iNOS and M2 marker CD206 were measured by western blotting and immunofluorescence. MicroRNA expression changes detected by high-throughput second-generation sequencing were validated by RT-PCR and fluorescence in situ hybridization (FISH) analysis. Dual-luciferase report assay and miRNA knock-down were applied to verify the possible mechanisms regulated by rTMS. Microglia culture medium (MCM) from different groups were collected to measure the TNF-α and IL-10 concentrations, and detect the influence on neuronal survival. Finally, TTC staining and modified Neurological Severity Score (mNSS) were used to determine the effects of MCM on ischemic stroke volume and neurological functions.

**Results:**

The 10 Hz rTMS inhibited ischemia/reperfusion induced M1 microglia and significantly increased let-7b-5p level in microglia. HMGA2 was predicted and proved to be the target protein of let-7b-5p. HMGA2 and its downstream NF-κB signaling pathway were inhibited by rTMS. Microglia culture medium (MCM) collected from rTMS treated microglia contained lower TNF-α concentration but higher IL-10 concentration than no rTMS treated MCM, reducing ischemic volumes and neurological deficits of MCAO mice. However, knockdown of let-7b-5p by antagomir reversed rTMS effects on microglia phenotype and associated HMGA/NF-κB activation and neurological recovery.

**Conclusion:**

High-frequency rTMS could alleviate ischemic stroke injury through inhibiting M1 microglia polarization via regulating let-7b-5p/HMGA2/NF-κB signaling pathway in MCAO models.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12868-022-00735-7.

## Introduction

Microglia are the resident macrophages and the main cell type to participated in acute and chronic neuroinflammatory reactions following brain injuries [1, 2]. Besides, growing evidences have demonstrated that microglia was highly plastic cells with diverse phenotypes and biphasic roles in response to different stimuli [3]. Classically activated M1 microglia release proinflammatory mediators to exert a deleterious role; alternatively activated M2 phenotype release anti-inflammatory and neurotropic medicators to attenuate neuronal injury [4]. Both types of microglia were reported in cerebral ischemic animals, undergoing an early ‘beneficial’ M2 phenotype and then shifted to a ‘detrimental’ M1 phenotype in the peri-infarct regions [3, 5]. Preventing M1 formation, promoting M1 reversion, or blocking the M1 neurotoxin holds great potential for alleviating neuroinflammatory injury after cerebral ischemic stroke.

Repetitive transcranial magnetic stimulation (rTMS) is a noninvasive brain-stimulating technique with attractive treating effects on ischemic stroke patients [6, 7]. The classic mechanism of rTMS therapy is to regulate neural activity, but some studies have shown that rTMS could reduce neuroinflammation, and glial cells could be the likely effectors of rTMS stimulation [8–11]. Our previous study demonstrated that the 10-Hz rTMS inhibited neurotoxic polarization of astrocytes after focal cerebral ischemia [12]. However, it’s not clear whether and how the 10-Hz rTMS affects microglia.

In the current study, we explored the 10-Hz rTMS effects on microglia polarization in both in vitro and in vivo cerebral ischemic models. iNOS was chosen as M1 microglia marker and CD206 was used to label M2 microglia. As microglia polarization is closely related to different miRNA expression levels and rTMS has profound effects to regulate miRNA levels [13–15], the miRNA and associated signaling pathway changes induced by rTMS in microglia were also detected. Our results demonstrated that the 10-Hz rTMS could inhibit M1 polarization of microglia to promote functional recovery after ischemic stroke, and the underlying mechanism was associated with let-7b-5p related signaling pathway. As far as we know, it is the first study to investigate the rTMS impacts on microglia polarization and its possible mechanisms in cerebral ischemic stroke models.

## Materials and methods

### Focal cerebral ischemia

Male Sprague–Dawley rats (250–270 g) and C57BL/6 J mice (20–25 g) were reared under a 12-h light/dark cycle at approximately 25 °C and 65% humidity, and were provided with free access to food and water. Transient focal cerebral ischemia was induced by middle cerebral artery occlusion (MCAO) surgery following previous methods [12, 16]. A silicon-coated monofilament (diameter 0.18 mm for mice, 0.36 mm for rats) was used to occlude the right middle cerebral artery for 90 min and subsequently withdrawn for reperfusion. A heating pad was used to maintain the body temperature at 37.0 ± 0.5 °C during surgery. The sham-operated animals underwent the same procedures except that the middle cerebral artery was not occluded. A total of 42 male rats (n = 8 for sham operation; n = 34 for MCAO) and 46 male mice (n = 8 for sham operation; n = 38 for MCAO) were used in this study. All animal experiments were carried out in compliance with the ARRIVE guidelines (Animal Research: Reporting of In Vivo Experiments) and approved by the ethical standards of Nanjing First Hospital (Permit Number: DWSY-2104285). Maximum efforts have been made to minimize the number of animals used and their suffering.

### Primary neuron culture

Primary cortical neurons were isolated from the embryonic *C57BL/6 J* mice (E16–18) according to previous reports [12]. Briefly, cortical tissues were digested with 0.125% trypsin (Gibco, MD, USA) for 15 min. Then the cortical tissues were pipetted blow and mixed 100 times and filtered with a 100-μm cell strainer (Biologix, Shandong, China) to remove impurities. Subsequently, the cells were centrifuged and suspended in DMEM medium (Hyclone, UT, USA) with 10% FBS (Gibco, USA) and then seeded into flasks. Two hours later, the DMEM medium was replaced with neurobasal medium supplemented with 2% B27 and 1% glutamax (Thermo Fisher Scientific, MA, USA).

### BV-2 microglia culture and OGD/R

BV-2 microglial cell line, purchased from China Infrastructure of Cell Line Resources (Beijing, China), was grown in DMEM F12 medium (Gibco, USA) supplemented with 10% FBS (Invitrogen, USA), and 1% penicillin–streptomycin (Invitrogen, USA). oxygen and glucose deprivation/reoxygenation (OGD/R) was conducted according to a previously established protocol [17]. Normal cell culture medium was removed and changed by glucose-free DMEM medium (Gibco, USA). Then, cells were incubated in an oxygen-free chamber equipped with AnaeroPack-Anaero (MGC, Japan) at 37 °C for 2 h. Finally, the cells were returned to normal incubator and incubated with the initial culture medium for reoxygenation.

### rTMS

The 10 Hz repetitive transcranial magnetic stimulation for BV2 microglial cells and MCAO rats were conducted according to a previous study [12]. A customized magnetic stimulator (MagPro X 100 with Magoption, Tonica, DK) with a C-100 circular coil (20 mm in inner diameter with 1.9 T peak magnetic stimulator output) was used. For BV2 cells, the magnetic coil was placed and positioned 1 cm away from the cell culture dish to give 10 Hz for two consecutive days. For MCAO rats, rTMS started at 24 h after the reperfusion and lasted for 7 days. The magnetic coil was located above the ipsilateral primary motor cortex (right M1 region). The rTMS stimulation paradigm consisted of stimulation for 3 s followed by 50 s of rest, which was repeated twenty times (600 pulses per day) at a frequency of 10 Hz.

### Cerebral infarct volume

The 2, 3, 5-triphenyltetrazoliumchloride (TTC, Sigma, USA) staining was applied to detect infarct volume. After the mice were sacrificed, their brains were cut into 1-mm sections immediately. Then, the brain slices were incubated with 2% TTC solution at 37 °C for 15 min and fixed by 4% paraformaldehyde (PFA) at 4 °C overnight. The relative infarct volume was calculated as previously reported [12].

### Neurological deficit evaluation

Neurological deficits of the experimental animals were assessed with the modified neurologic severity score (mNSS) as described [18]. The mNSS scoring system consists of four tests: motor, sensory, balance, reflex tests and abnormal movements, such as seizure. The total scores ranged from 0 to 18, which 0 represents no deficit and 18 represents maximal deficit.

### Immunofluorescence

Samples were fixed with 4% paraformaldehyde for 30 min, and permeabilized with 0.1% Triton X-100 for 10 min, then blocked with 5% BSA in PBS for 60 min at 37 °C and incubated with the indicated primary antibodies at 4 °C overnight. Primary antibodies include: anti-Iba-1 (1:200; # ab178847, Abcam, UK), anti-iNOS (1:100; # ab210823, Abcam, UK), anti-CD206 (1:100; #sc-376232, Santa Cruz, USA). After four washes with PBS, the samples were incubated with corresponding fluorescence-conjugated secondary antibodies (1:500, Jackson Immuno Research, USA) for 2 h, followed by DAPI (Sigma-Aldrich, USA) staining for 10 min. Finally, samples were observed under a FluoView FV10i confocal laser scanning microscope (Olympus, Japan) or an Olympus BX51 microscope. The fluorescently-stained cells were analyzed by Image J software (NIH, USA).

### Fluorescence in situ hybridization (FISH)

FISH was performed in tissue sections using fluorescence in situ hybridization (FISH) kit (Servicebio, Wuhan, China) and the let-7b-5p detection probe (Servicebio, Wuhan, China) by following the manufacturer’s protocol.

### Western blot analysis

Western blot analysis was conducted according to previous report [12]. Proteins were extracted from cortical tissues or cultured cells with RIPA lysis buffer (Cell Signaling Technology, MA, USA). The protein concentrations were detected by the BCA protein assay kit (Generay Biotechnology, Shanghai, China). Then, equal amount of protein was applied for SDS-PAGE electrophoresis and transferred to polyvinylidene difluoride (PVDF) membranes (Millipore, MA, USA). After blocking with 10% skim milk for 1 h, the PVDF membranes were cut according to the molecular weight of the proteins as indicated in the instruction manuals, then incubated with primary indicated antibodies: CD206 (1:500; #sc-376232, Santa Cruz, USA), iNOS (1:1000; # ab210823, Abcam, UK), HMGA2(1:1000; ab97276, Abcam, UK), p-IκBα(1:1000, #2859, Cell Signaling Technology, USA), IκBα (1:1000, #9242, Cell Signaling Technology), p-P65(1:1000, #3036, Cell Signaling Technology), P65(1:1000, #4764, Cell Signaling Technology), and β-actin (1:5000, Cell Signaling Technology) overnight at 4 °C. After four washes with PBST, HRP-conjugated secondary antibodies were used for further incubation of the membranes for 120 min at room temperature. Finally, the protein signals were developed by the ECL solution (Millipore, MA, USA). Quantitative analysis of protein blots was analyzed by Image J software. The original unedited blots were presented in Additional file 2.

### miRNA sequencing and analysis

Peri-infarct cortex tissue derived from the MCAO and MCAO + rTMS rats (n = 3) were used for miRNA sequencing. The miRNA sequencing was completed by Illumina HiSeqTM 2500 platform and data analysis was performed by Ribo Bio (Co., Ltd., Guangdong, China). Comparisons between groups were performed with two-tailed Student’s t-tests, wherein *P* < 0.05 and fold changes > 2 were considered significant.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was extracted from peri-infarct cortex tissues and BV2 cells using TRIzol regent (Sigma-Aldrich, USA) followed by cDNA synthesized by RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, USA). SYBR Green based quantitative PCR was conducted on a Stratagene Mx3000P real-time PCR system (Agilent Technologies). U6 was used as endogenous controls for miRNA, results were calculated using 2^−ΔΔCt^ (Ct, threshold cycle). Primers for qRT-PCR were listed in Additional file 3: Table S1.

### miRNA transfection and dual-luciferase reporter assay

Let-7b-5p agomir, antagomir, the entire and mutated 3’ UTR of HMGA2 were generated by Ribo Bio (China). For miRNAs transfection, 293 T or BV2 cells were incubated with 50 nM let-7b-5p agomir, antagomir or non-targeting control sequence using Lipofectamine 3000 Reagent (Thermo Fisher Scientific, USA). Dual-luciferase report assay was conducted according to previous report [17]. Briefly, 293 T cells were plated into 96-well plates and cultured to 90–95% confluence. Cells in each well were then co-transfected with 1 µg of the indicated 3′ UTR luciferase reporter vectors and 100 nM of let-7b-5p agomir or control agomir (Ribo Bio, China). Finally, cells were harvested after 48 h to measure the Renilla and firely luciferase activities by the Dual-Luciferase Reporter Assay System (Promega, MI, USA).

### Microglia-conditioned media collection

BV2 microglia-conditioned media (MCM) were obtained as previously reported [12]. After OGD/R and receiving rTMS stimulation, the BV2 culture media were collected at 48 h post-OGD and centrifuged. The MCM were applied to ELISA experiment or used to co-culture neurons.

Concentrated MCM was used for MCM therapy. The concentrated MCM were obtained by centrifugation of MCM in the 10 KDa-membrane centrifuge tubes (Millipore, UFC901024) at 4000*g* at 21 °C for 30 min.

### MCM Therapy

Under anesthesia, each mouse received posterior orbital intravenous injection of 100 μL concentrated MCM at the time of MCAO reperfusion, and at three days post reperfusion.

### Enzyme-linked immunosorbent assay (ELISA)

The concentrations of TNF-α and IL-10 in all MCM samples were measured by the specific ELISA kit (Neobioscience, China). These measurements were based on the instructions of manufacturer.

### Cell death detection

Propidium iodide (PI)/Hoechst 33342 assay kit (Thermo Fisher Scientific, USA) was used to detect cell death following the manufacturer’s instructions. Firstly, PI/Hoechst 33342 solution was added to the neurons which were cultured with different MCM for 48 h. After incubating for 15 min, the neurons were washed with PBS for five times and observed under an Olympus BX51 microscope. The dead cells were stained with propidium iodide (red), while live cells stained with Hoechst 33342 (blue). The fluorescently-stained cells were calculated by Image J software (NIH, USA).

### Statistical analysis

*SPSS 22.0* software (IBM, Armonk, NY, USA) was used for data analysis. Differences between groups were compared using two-tailed Student’s *t* tests and one-way ANOVA followed by Tukey’s post hoc test. All data are expressed as mean ± SD. Statistical significance was determined as *P* < 0.05.

## Results

### rTMS inhibited M1 microglial polarization induced by ischemia–reperfusion

Microglia has been proven to respond dynamically to ischemic injury in mice MCAO model, undergoing an M2-to-M1 phenotype shift [5]. Similar dynamic phenotype transformation was also observed in microglia in the rat MCAO model (Additional file 1: Fig. S1). M2 marker CD206 was significantly increased at 1 day after MCAO and declined from day 5 onward (Additional file 1: Fig. S1a), while M1 marker iNOS was significantly increased from day 3 to day 14 after ischemic reperfusion (Additional file 1: Fig. S1b). Previously reported 10-Hz rTMS protocol was applied to the ipsilateral hemisphere of MCAO rats for seven days, then the polarization phenotype of microglia in the peri-infarct region was detected by immunofluorescent staining. As shown in Fig. 1a, Iba-1 signaling was increased in both the ischemic core and peri-infarct region in MCAO rats with or without rTMS treatment at 7 days post ischemia–reperfusion, which indicated activation of microglia. However, more activated microglia were co-stained with M2 marker CD206 in MCAO + rTMS group (118.4 ± 38.87 versus 23.60 ± 10.53 per 0.1 mm^2^, *P* < 0.001), while less co-stained with M1 marker iNOS (29.40 ± 17.31 versus 160.4 ± 59.39 per 0.1 mm^2^, *P* < 0.001) than in MCAO group (Fig. 1). Above results indicated that the 10 Hz rTMS hold the ability to reverse M1 polarization of microglia induced in cerebral ischemic stroke model.

**Fig. 1:**
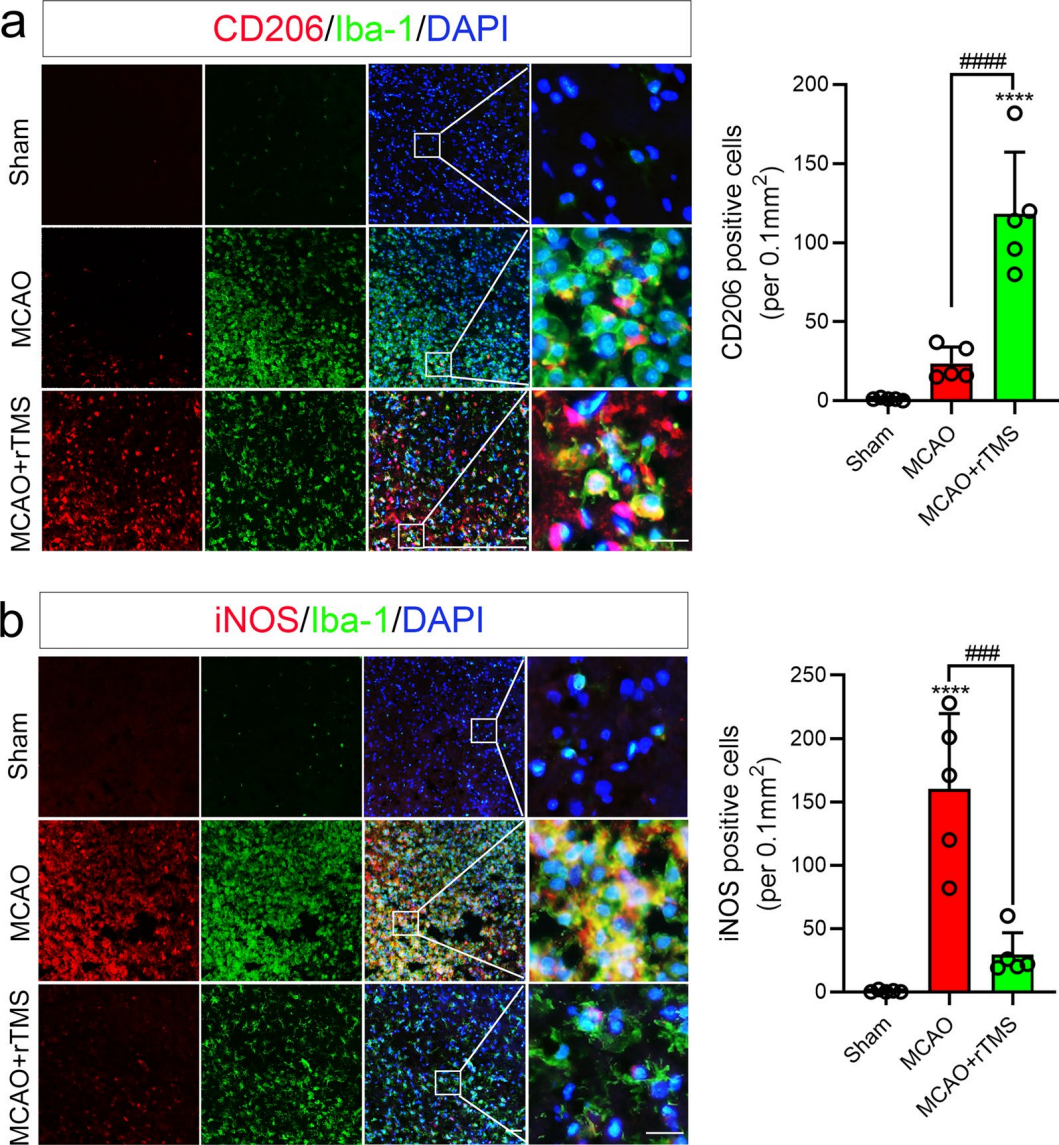
The 10 Hz rTMS reversed cerebral ischemia–reperfusion induced microglial polarization. **a** Co-staining and quantification of CD206^+^/Iba-1^+^ cells; **b** co-staining and quantification of iNOS^+^/Iba-1^+^ cells in peri-infarct zone at 7 days after MCAO reperfusion. Magnified views of merged staining are marked with solid line boxes. n = 5. Data are expressed as mean ± SD; ****P < 0.0001 versus sham group; ^####^*P* < 0.0001 versus MCAO group. Scale bar: 10 μm

### rTMS counteracted OGD/R induced microglial polarization and associated neurotoxic effects

In MCAO models, many kinds of cells have been reported to be regulated by rTMS, it was not clear whether the polarization of microglia is directly regulated by rTMS or the secondary effects induced by other cells. We applied rTMS to a cultured microglial cell line, named BV2 cells to explore the potential of rTMS to directly regulate microglia. After OGD/R injury, the fluorescent signal of M2 marker CD206 was weakened (Fig. 2a), while signal of M1 marker iNOS was significantly increased (Fig. 2b), indicating M1 polarization of microglia. After receiving rTMS stimulation, CD206 signals was enhanced and iNOS signals was reduced (Fig. 2a and b). The western blotting results were consistent with the immunofluorescent staining results (Fig. 2c and d). In OGD/R BV2 cells, CD206 was 5.29-fold lower (0.17 ± 0.18 versus 1.07 ± 0.07, *P* = 0.001) and iNOS was 10.21-fold higher (10.62 ± 2.61 versus 1.04 ± 0.10, *P* < 0.001) than those in control cells. In rTMS treated OGD/R BV2 cells, CD206 was increased to 2.99-fold (3.20.880 ± 0.39 versus 1.07 ± 0.07,) and iNOS not significantly altered when compared to the control cells (0.74 ± 0.39 versus 1.04 ± 0.10, *P* = 0.963). Indicating that microglia polarized to M1 phenotype after OGD/R injury, while rTMS treatment promoted M2 transition of microglia. M1 microglia could secret proinflammatory mediators, while M2 microglia secret anti-inflammatory and neurotrophic mediators. Thus, we collected microglia culture media (MCM) from different groups, and detect the concentrations of pro-inflammatory mediator TNF-α and anti-inflammatory IL-10. As shown in Fig. 3a, the concentration of TNF-α in OGD/R MCM was 4.24-fold higher than Ctrl MCM (526.2 ± 91.93 versus 124.1 ± 59.26 ng/mL, *P* < 0.001), while rTMS treatment reduced TNF-α to 107.5 ± 93.90 ng/mL (*P* = 0.95 versus Ctrl MCM, *P* < 0.001 versus OGD/R MCM). Besides, the concentration of IL-10 in OGD/R MCM was 35.9% of Ctrl MCM (85.75 ± 24.44 versus 238.8 ± 42.15 ng/mL, *P* = 0.0007), while rTMS increased IL-10 to 496.1 ± 66.67 ng/mL (*P* < 0.001 versus Ctrl MCM, *P* < 0.001 versus OGD/R MCM) (Fig. 3b). We then mixed MCM with neuronal culture media to incubate neurons and explored the indirectly effects of rTMS to neurons through regulating microglia. As shown in Fig. 3c and d, the most neuron death was detected in OGD/R MCM cultured group (4.59 ± 1.44%, 30.47 ± 3.33%, 4.19 ± 4.09% neuronal death, respectively for Ctrl, OGD/R, OGD/R + rTMS groups, *P* < 0.001), and no difference was found between control group and OGD/R + rTMS group (*P* = 0.97). Above data indicated that rTMS could inhibit OGD/R induced M1 polarization of microglia and alleviate microglia associated neurotoxic effects.

**Fig. 2:**
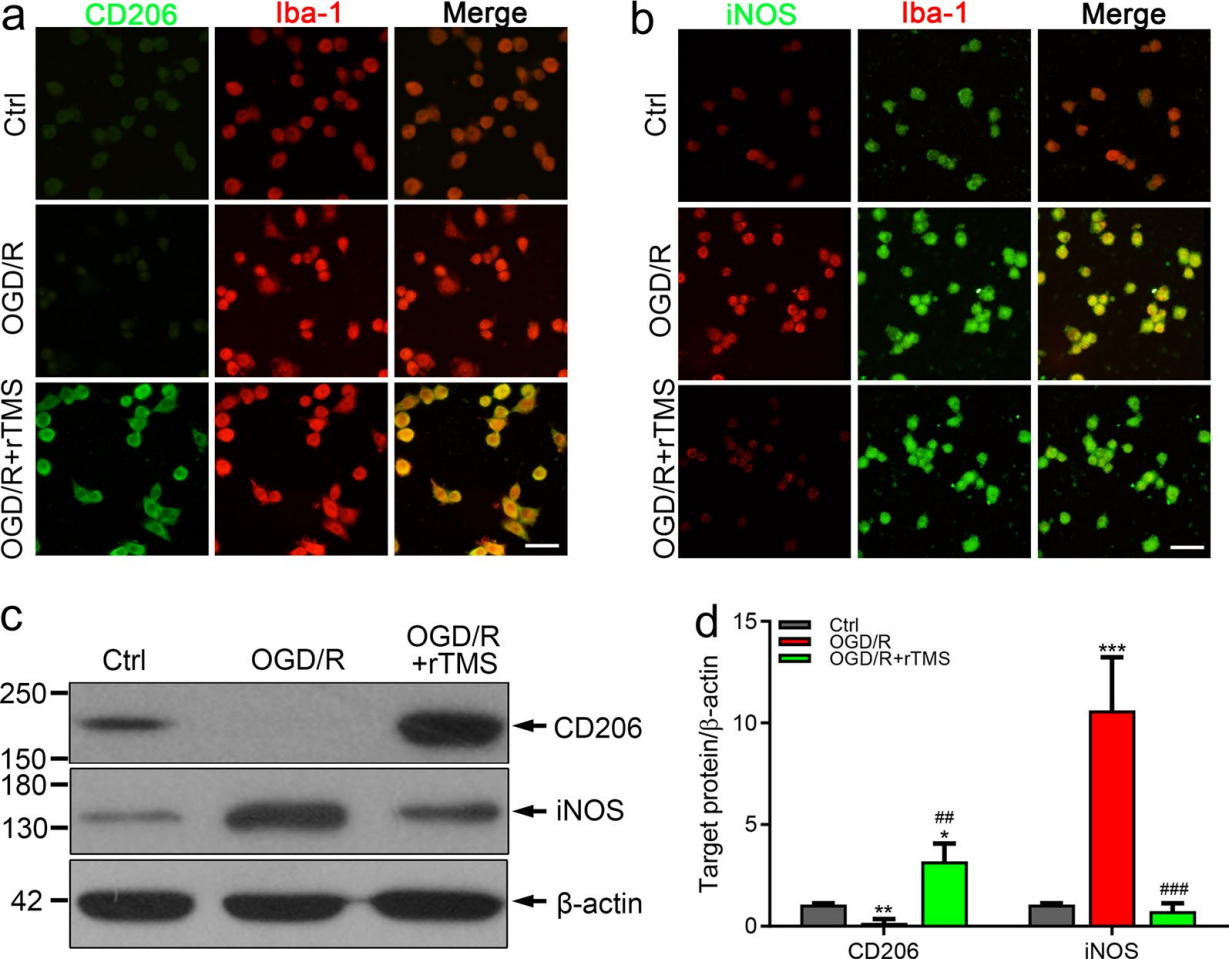
The 10 Hz rTMS inhibited OGD/R injury induced M1 polarization of microglia. Immunostaining for CD206 (**a**) and iNOS (**b**) in BV2 cells with indicated treatment. **c**, **d** Western blots and quantification of CD206 and iNOS in each group. n = 3. Data are expressed as mean ± SD; *P < 0.05, **P < 0.01, ***P < 0.001 versus Ctrl group; ^##^*P* < 0.01, ^###^*P* < 0.001 versus OGD/R group. Scale bar: 10 μm

**Fig. 3:**
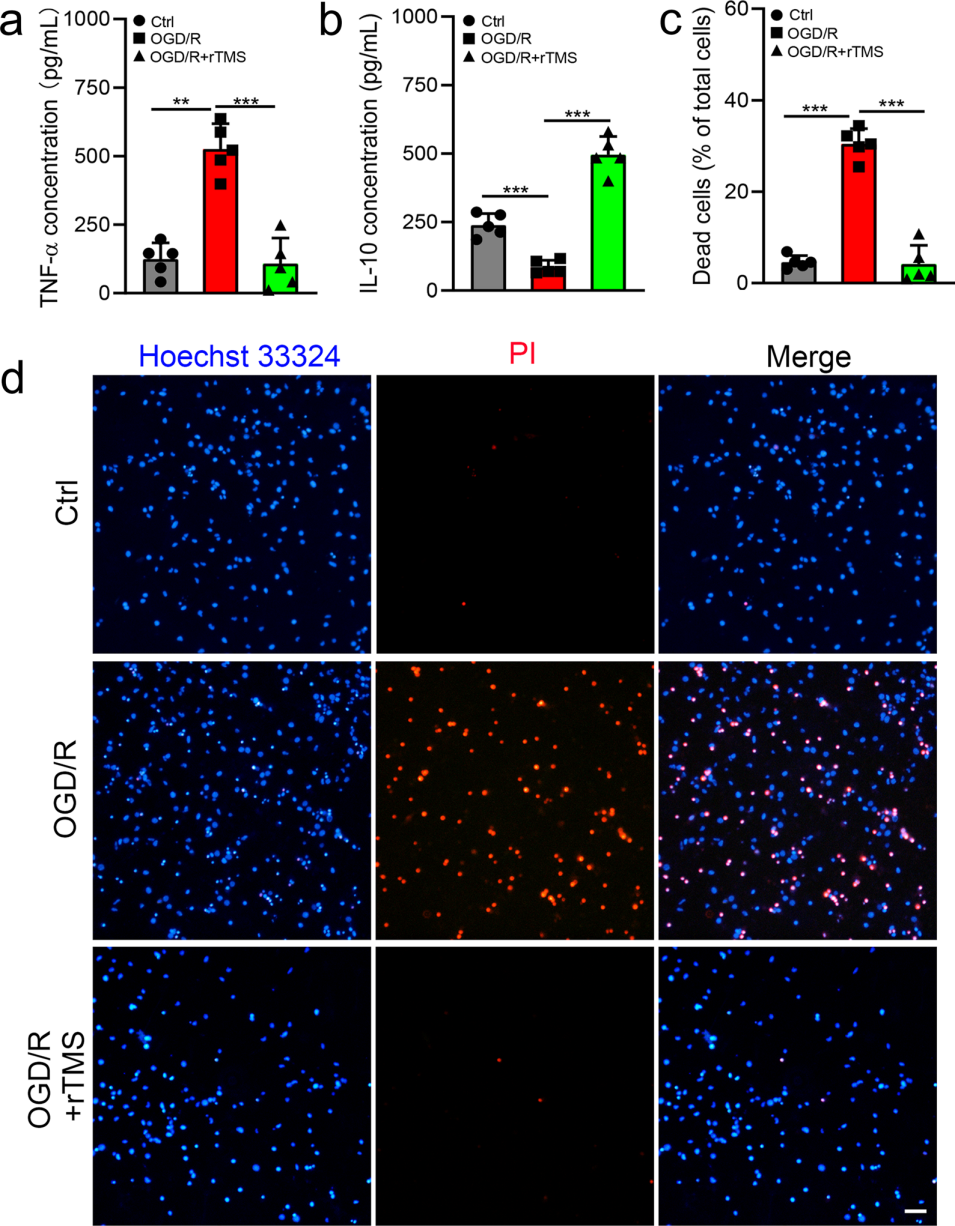
The 10 Hz rTMS alleviated neurotoxicity of microglia after OGD/R injury. **a** TNF-α concentration and **b** IL-10 concentration in Ctrl MCM, OGD/R MCM and OGD/R + rTMS MCM. **c**, **d** Neurons were co-cultured with Ctrl MCM, OGD/R MCM and OGD/R + rTMS MCM for 48 h, PI/Hoechst staining was applied to detect vitality of neurons. Dead neurons were positively stained with red PI (**d**) and dead neurons were quantified by Image J (**c**). n = 5. Data are expressed as mean ± SD; **P < 0.01, ***P < 0.001. MCM, microglia culture media. Scale bar: 10 μm

### rTMS altered microglial let-7b-5p expression flowing ischemia–reperfusion

To examine possible changes of miRNAs in response to the rTMS treatment after MCAO, high-throughput miRNA sequencing was performed. 

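Small RNA from the peri-infarct cortex of 3 rats of the MCAO group and 3 rats of the MCAO + rTMS group was sequenced, with 1 library for each rat. In MCAO, the middle cerebral artery was occluded for 90 min and then reperfused. The MCAO + rTMS rats then received 10 Hz rTMS, in which a coil over the head delivers magnetic pulses, for 7 days. The paper gives the dose as 600 pulses per day, while the sample labels give 10 min per day. Table S2 places the tissue at 7 days after modeling, and the labels of the MCAO rats also give 7 days. The labels of the MCAO + rTMS rats give no day for the tissue, and the paper starts rTMS the day after reperfusion. That both groups were sampled on the same day therefore rests on Table S2 alone. The authors deposited the number of reads counted on each of 493 mature miRNAs in each library, without normalization. The paper's text does not name the aligner, the miRNA database, or the rule for reads that match several miRNAs. Of the 2958 counts in the table, 286 were listed as 0 and the smallest count above 0 was 10, so a listed 0 does not separate an absent miRNA from a rare miRNA. The total count was 13111127, 10492610, and 11457692 in MCAO replicates 1, 2, and 3, and 15411620, 13722761, and 14794712 in MCAO + rTMS replicates 1, 2, and 3. The 10 most abundant miRNAs took 69.4% ± 1.49 (SD, n = 3) of the counts in the MCAO group and 74.2% ± 2.46 (SD, n = 3) in the MCAO + rTMS group. Library totals were therefore scaled with edgeR's TMM factors, which limit the weight of such miRNAs. The factors were 1.20, 1.16, and 1.39 in MCAO replicates 1, 2, and 3 and 0.863, 0.864, and 0.695 in MCAO + rTMS replicates 1, 2, and 3. Levels are given as CPM, the count relative to the scaled total. The groups were compared with edgeR's quasi-likelihood test over the 452 miRNAs that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. The scaling was the choice that moved the median of the fold changes most. The median log2 fold change of the tested miRNAs between MCAO + rTMS and MCAO was -0.21 with TMM factors and -0.80 with library totals only.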

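Of the 452 miRNAs tested, 250 differed between the MCAO and MCAO + rTMS groups with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among these, 123 were higher and 127 were lower in the MCAO + rTMS group. The direction moved with the scaling. With library totals only, 263 miRNAs differed, 55 higher and 208 lower, and with upper-quartile factors 85 were higher and 172 lower. In 246 of the 250 miRNAs, the 3 libraries of the MCAO group did not overlap with the 3 libraries of the MCAO + rTMS group. Over all tested miRNAs the groups did not overlap in 302, or 66.8%, where chance gives 10%. An exact permutation test of 3 rats against 3 cannot go below p = 0.1. The "CT value" of the sequencing data was read as the count. With a fold change of at least 2 in either direction, an unadjusted p under 0.05, and a mean count over the 6 libraries above 200, 116 miRNAs were retained, 70 higher and 46 lower in the MCAO + rTMS group. The same rule gave 29 higher and 112 lower with library totals only, and 41 higher and 77 lower with upper-quartile factors. With a count above 200 in every library, 86 were retained, 61 higher and 25 lower, against 24 higher and 77 lower with library totals only and 35 higher and 46 lower with upper-quartile factors. With a mean CPM above 200, taken for this threshold from library totals without TMM factors, 49 were retained, and with no count threshold, 187. A selection of 73 miRNAs was deposited by the authors beside the table of all miRNAs, with the same counts. All 73 had an adjusted p under 0.05 in the test of the 452 miRNAs, 52 of them higher and 21 lower in the MCAO + rTMS group. Of the 73, 69 were among the 86 miRNAs with a count above 200 in every library. The smallest log2 fold change among the 73 was 0.95 in size.

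**Figure D1:**
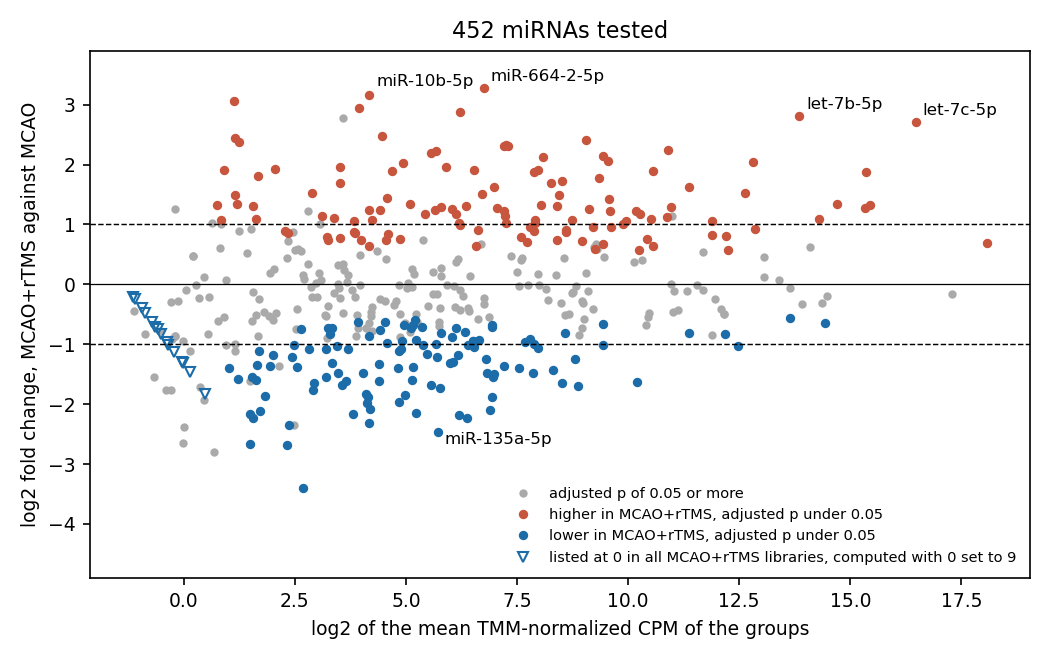
Log2 fold change of each of the 452 tested miRNAs between MCAO + rTMS and MCAO (vertical axis) against the log2 of its mean TMM-normalized CPM (horizontal axis), with 3 rats per group. Red and blue points are the miRNAs higher and lower in the MCAO + rTMS group with an adjusted p under 0.05, gray points are the others, dashed lines mark a fold change of 2, and open triangles are 15 miRNAs listed at 0 in all MCAO + rTMS libraries, drawn with each 0 set to 9; let-7b-5p and let-7c-5p stand apart as abundant miRNAs with log2 fold changes of 2.81 and 2.71.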

Seventy-three miRNAs were found with CT value > 200, fold change ≥ 2, and *P* < 0.05 between MCAO group and MCAO + rTMS group (Fig. 4a and Additional file 4: Table S2). 

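In the sequencing of the peri-infarct cortex, let-7b-5p was at 3710 ± 422 CPM (SD, n = 3) in the MCAO group and 25942 ± 4637 CPM (SD, n = 3) in the MCAO + rTMS group. Its log2 fold change was 2.81 (standard error 0.20, adjusted p = 0.00018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 2.16 with library totals only, the alternative that moved it most. With each library left out in turn it stayed between 2.68 and 2.91. Its abundant relative let-7c-5p rose from 24020 ± 2494 CPM (SD, n = 3) to 157353 ± 32265 CPM (SD, n = 3), with a log2 fold change of 2.71 (standard error 0.20, adjusted p = 0.00018 from the same edgeR test). The mature sequences of these 2 miRNAs differ by 1 base, so the division of reads between them depends on the authors' counting. The other named miRNAs were much less abundant. miR-485-3p was at 167 ± 1.48 CPM in the MCAO group and 891 ± 257 CPM in the MCAO + rTMS group (SD, n = 3 each), a log2 fold change of 2.41 (standard error 0.25). miR-206-3p, with a log2 fold change of 2.32, had the widest spread relative to its mean in the MCAO group among the 6 miRNAs, from 30.8 to 82.5 CPM. The log2 fold change was 2.32 for miR-671, the name under which the counts list miR-671-3p, and 2.31 for miR-1224. The adjusted p of these 4 miRNAs lay between 0.00035 and 0.0030 in the same edgeR test. For each of the 6 miRNAs, every MCAO + rTMS library was above every MCAO library. Among the authors' selection of 73 miRNAs, the 6 had the largest increases, in the order let-7b-5p, let-7c-5p, miR-485-3p, miR-206-3p, miR-671, and miR-1224. Among all miRNAs increased at least 2-fold with an unadjusted p under 0.05 and a mean count above 200, let-7b-5p ranked 4, after miR-664-2-5p (log2 fold change 3.28), miR-10b-5p (3.16), and miR-672-5p (2.88). With a count above 200 required in every library let-7b-5p ranked 2, after miR-664-2-5p.

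**Figure D2:**
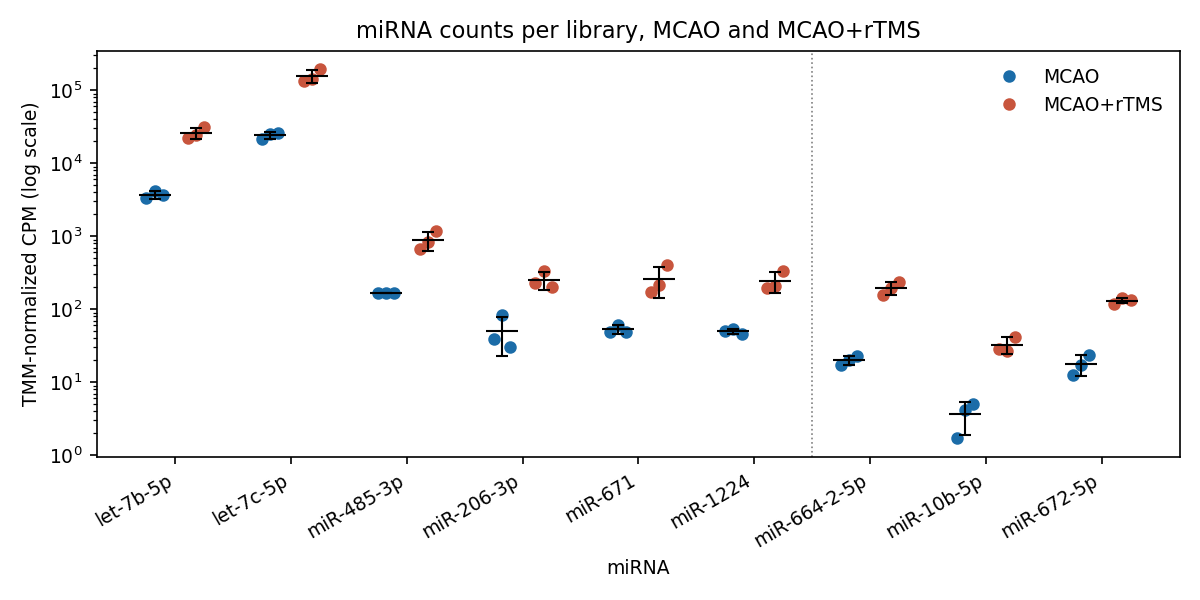
TMM-normalized CPM on a log scale (vertical axis) of 9 miRNAs (horizontal axis) in each MCAO (blue) and MCAO + rTMS (red) library, with the mean and SD of 3 rats in black. The 6 miRNAs left of the dotted line are those named in the paper and the 3 right of it had larger fold changes; in all of them the MCAO + rTMS points lie above the MCAO points, and let-7b-5p rises from 3710 to 25942 CPM.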

Five of the top six miRNAs (let-7b-5p, let-7c-5p, miR-206-3p, miR-671-3p, and miR-1224) increased by rTMS treatment were conserved in rat and mouse, except for the miR-485-3p (mature sequences of miRNAs were listed in Additional file 5: Table S3). Real-time polymerase chain reaction was applied to validated changes of these five miRNAs in both brain tissues and BV2 cells. In the peri-infarct region, rTMS significantly increased these miRNA expressions when compared to Sham group and MCAO group, with let-7b-5p increased the most (Fig. 4b). The same expression tendencies of let-7b-5p, let-7c-5p, and miR-1224 were also detected in BV2 cells, while rTMS increase of miR-206-3p and miR-671-3p were not significant when compared to OGD/R injured BV2 cells (Fig. 4c). Besides, it was interesting that only let-7b-5p was decreased when compared MCAO group with sham group (Fig. 4b), and compared OGD/R group with Ctrl group (Fig. 4c), while the other four miRNAs were increased or remained unchanged. So, we chose to explore the influence of rTMS on let-7b-5p in microglia. miRNA fluorescent in situ hybridization (FISH) was applied and a substantial increase of let-7b-5p was found in microglia in the peri-infarct cortex (Fig. 4d) and OGD/R BV2 cells after rTMS treatment (Fig. 4e). In conclusion, rTMS could increase let-7b-5p expression in microglia after I/R and OGD/R injury.

**Fig. 4:**
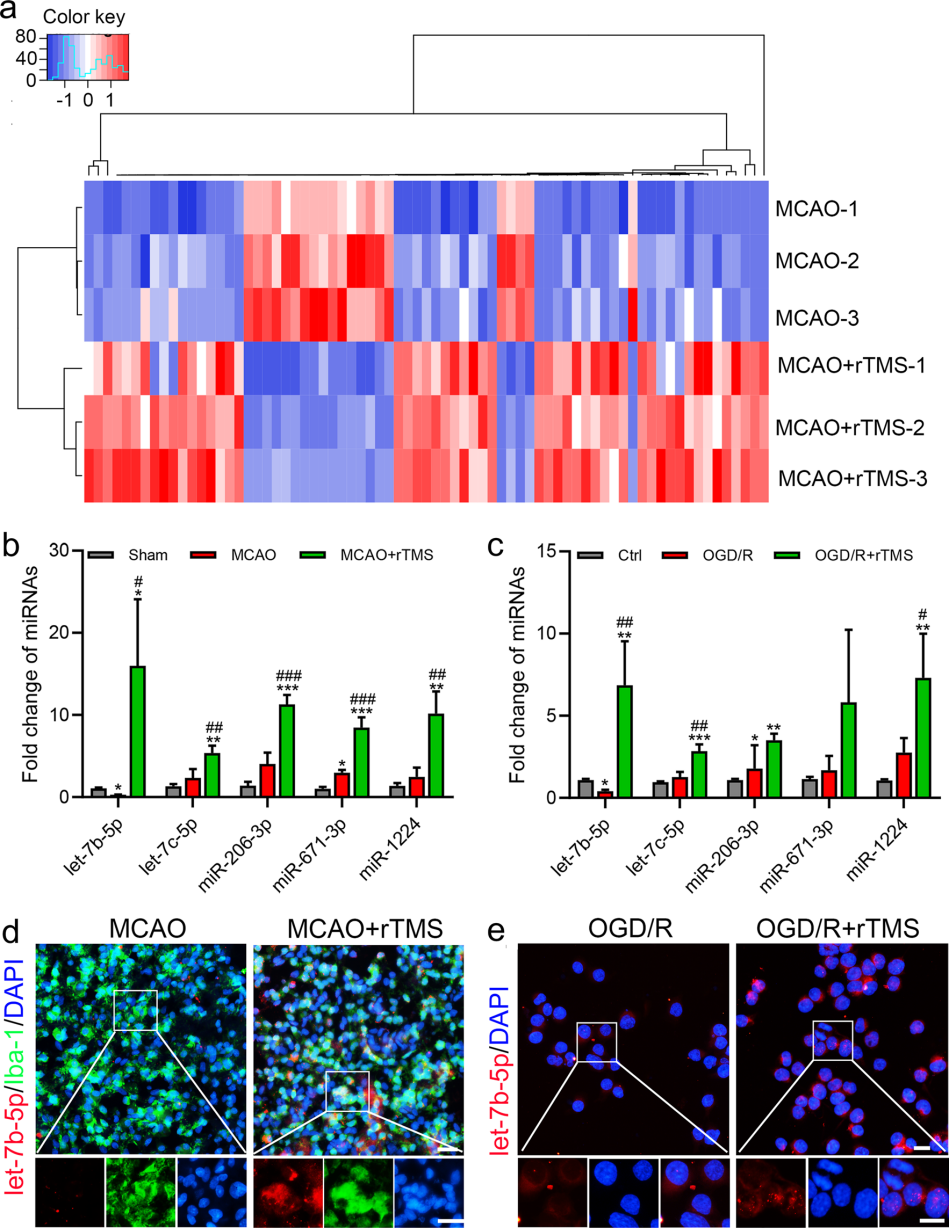
The 10 Hz rTMS increased microglial expression of let-7b-5p after ischemia–reperfusion and OGD/R injury. **a** Heatmap of the microRNAs with at least two-fold change and CT value > 200 in expression in cerebral peri-infarct tissues. **b** Real-time PCR for validation of miRNAs significantly increased by the 10 Hz rTMS treatment in the cerebral peri-infarct tissues of MCAO rats. **c** Real-time PCR for validation of the five miRNAs in OGD/R BV2 cells. **d** Combined FISH and IF for let-7b-5p (red) and Iba-1 (green) in the peri-infarct region of MCAO rats. **e** FISH for the staining of let-7b-5p in OGD/R BV2 cells. n = 3. Data are expressed as mean ± SD; *P < 0.05, **P < 0.01, ***P < 0.001 versus Sham or Ctrl group; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 versus MCAO or OGD/R group. Scale bar: 10 μm

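In the sequencing behind panel a, the 5p arms of the let-7 family, taken with the family member miR-98-5p, held 13.0% ± 0.924 (SD, n = 3) of the counts in the MCAO group and 30.4% ± 2.07 (SD, n = 3) in the MCAO + rTMS group. The share of let-7b-5p alone was 0.462% ± 0.0582 (SD, n = 3) and 2.07% ± 0.135 (SD, n = 3), and that of let-7c-5p was 3.01% ± 0.546 (SD, n = 3) and 12.5% ± 0.953 (SD, n = 3). Of the 9 family members tested on the 5p arm, 7 were increased with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After let-7b-5p and let-7c-5p, the log2 fold changes were 2.04 for let-7e-5p, 1.88 for let-7a-5p, 1.33 for let-7f-5p, 1.08 for let-7i-5p, and 0.57 for let-7d-5p. The changes of let-7g-5p (log2 fold change 0.62, adjusted p = 0.0596) and miR-98-5p (log2 fold change 0.19, adjusted p = 0.505) did not pass that threshold of the edgeR test. With library totals only, 6 members passed it, and let-7d-5p and miR-98-5p changed direction, with log2 fold changes of -0.074 and -0.41. Relative to the median of all miRNAs under the same scaling, let-7b-5p was higher by 3.01 with TMM factors and by 2.96 with library totals only on the log2 scale. A change of scaling moves all fold changes by nearly the same amount, so these values had to be close and do not test the scaling. Since the members share most of their sequence, their reads could not be told apart further from the deposited counts. From the sequencing, the paper took 6 miRNAs that it places at the top of those increased by rTMS. It went on to PCR with the 5 that are conserved in rat and mouse, and then chose let-7b-5p. Its stated reason was that, by PCR, only let-7b-5p was lower in MCAO than in sham rats and in OGD/R than in control cells.

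**Figure D3:**
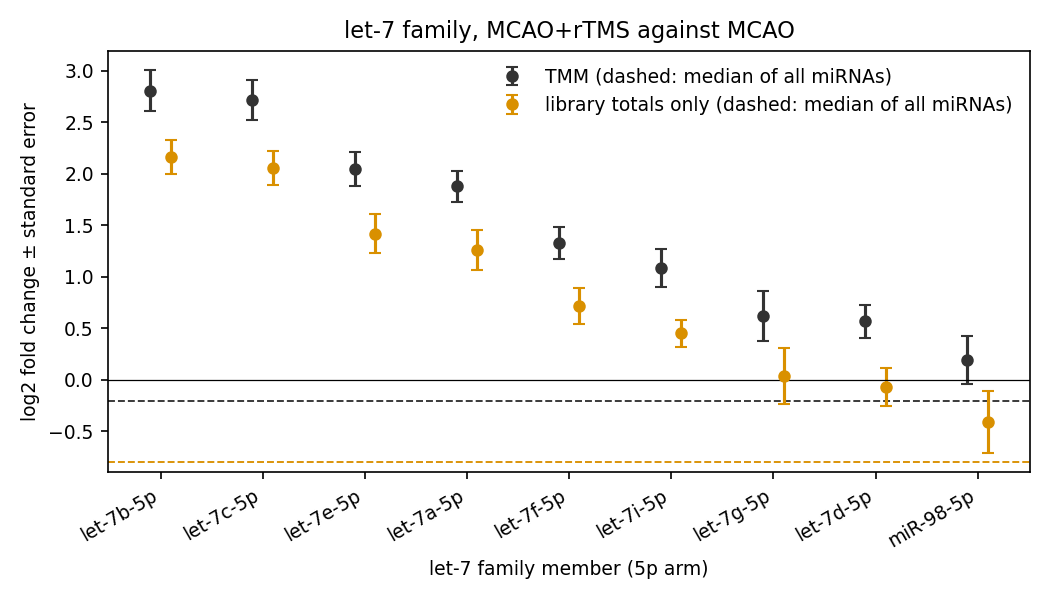
Log2 fold change between MCAO + rTMS and MCAO (vertical axis, with standard error bars, 3 rats per group) of the 9 members of the let-7 family on the 5p arm (horizontal axis) with TMM factors (black) and with library totals only (orange). Dashed lines are the median of all miRNAs under each scaling, -0.21 and -0.80; each member lies above the median of its own scaling, while let-7d-5p and miR-98-5p fall below 0 with library totals only.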

### rTMS effects on let-7b-5p/HMGA2/NF-κB pathway

Since the biological functions of miRNAs rely on downstream target genes, bioinformatic algorithm (TargetScan) was applied to analyze the potential targets of let-7b-5p. As shown in Fig. 5a, HMGA2 was a predicted downstream target gene of let-7b-5p. Dual-luciferase reporter assays were conducted to ascertain whether let-7b-5p could specifically recognize the 3′ UTR of *HMGA2*. Transfection of let-7b-5p agomir substantially inhibited the activity of *HMGA2* 3′ UTR compared to negative control transfected cells (*P* < 0.001, Fig. 5b). On the contrary, when the let-7b-5p binding site in the 3′ UTR of *HMGA2* was mutated, luciferase activities were significantly depressed. Above data demonstrated that HMGA2 was a potential functional target of let-7b-5p in microglia.

**Fig. 5:**
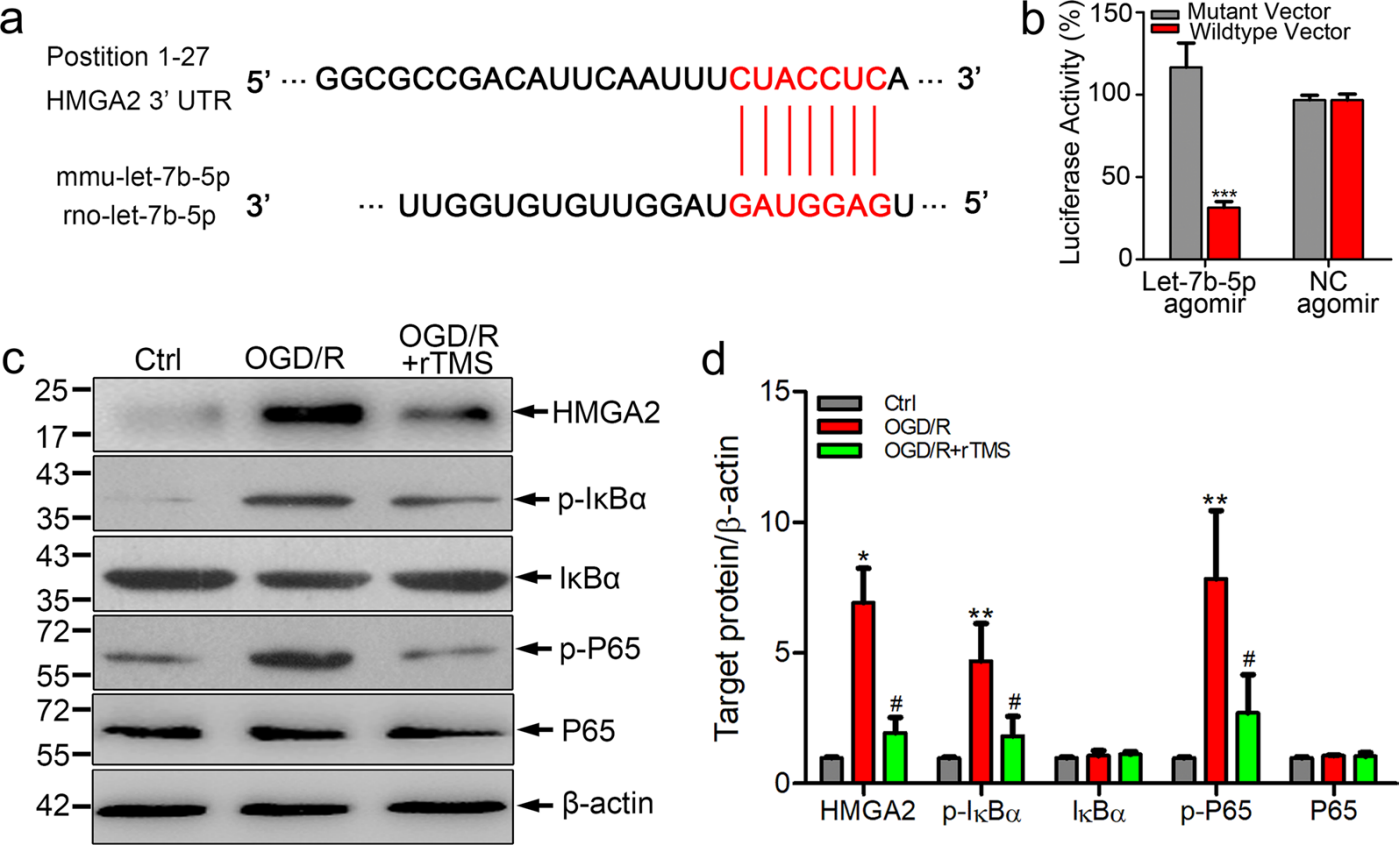
Let-7b-5p regulated HMGA2 expression in BV2 cells. **a** The predicted binding sites of let-7b-5p to 3′-UTR of *HMGA2* gene. **b** Dual luciferase reporter assay of the relationship between let-7b-5p agomir and wild type 3′ UTR of *HMGA2*. **c**, **d** Western blots and quantification of HMGA2, p-IκBα, IκBα, p-P65 and P65 in BV2 cells with indicated treatment. n = 3. Data are expressed as mean ± SD; *P < 0.05, **P < 0.01 versus Ctrl group; ^#^*P* < 0.05 versus OGD/R group

HMGA2 could activate NF-κB-medicated inflammatory response through regulating PI3K/Akt signaling and NF-κB-associated signaling implicated in the M1 microglial polarization process [19, 20]. To explore whether rTMS had effects on HMGA2/NF-κB pathway, western blotting analysis was carried out to detect HMGA2 expression and activation of NF-κB in OGD/R BV2 cells with and without rTMS treatment. As expected, OGD/R injury remarkably induced the expressions of HMGA2, p-IκBα and p-P65 in BV2 cells, while rTMS inhibited HMGA2 expression and caused significant decreases of p-P65 and p-IκBα (Fig. 5c and d). In conclusion, HMAG2 was a downstream target of let-7b-5p, rTMS could reverse OGD/R induced change of let-7b-5p/HMGA2/NF-κB in microglia.

### Let-7b-5p antagomir reversed rTMS effects on microglial polarization

To explore whether rTMS could regulate microglia polarization through let-7b-5p/HMGA2/NF-κB signaling pathway, let-7b-5p antagomir was used. Successfully transfected let-7b-5p antagomir mainly distributed in the cytoplasm of microglia, close to the nucleus (Fig. 6a). Transfection of let-7b-5p antagomir significantly decreased the expression of let-7b-5p in BV2 cells (Fig. 6b). rTMS significantly inhibited OGD/R induced protein levels of HMGA2, p-P65, p-IκBα and M1 phenotype marker iNOS, but increased the protein levels of microglia M2 phenotype marker CD206 in BV2 cells with negatively control antagomir transfection (Fig. 6c and d). However, when let-7b-5p expression was reduced by antagomir, rTMS effects on HMGA2, p-P65, p-IκBα expression and M2 microglial polarization were reversed. rTMS induced release of IL-10 was reduced by let-7b-5p antagomir transfection (from 474.9 to 101 pg/mL, *P* < 0.001), while TNF-α was provoked (from 92.47 to 592.6 pg/mL, *P* < 0.001) (Fig. 7a and b). As expected, MCM collected from let-7b-5p antagomir transfected cells indued more neuronal death than OGD/R + rTMS + NC antagomir group (16.79 ± 3.93% versus 4.51 ± 4.15%, *P* = 0.001) (Fig. 7c and d). Overall, rTMS could inhibit OGD/R induced M1 polarization of microglia by regulating let-7b-5p/HMGA2/NF-κB signaling pathway.

**Fig. 6:**
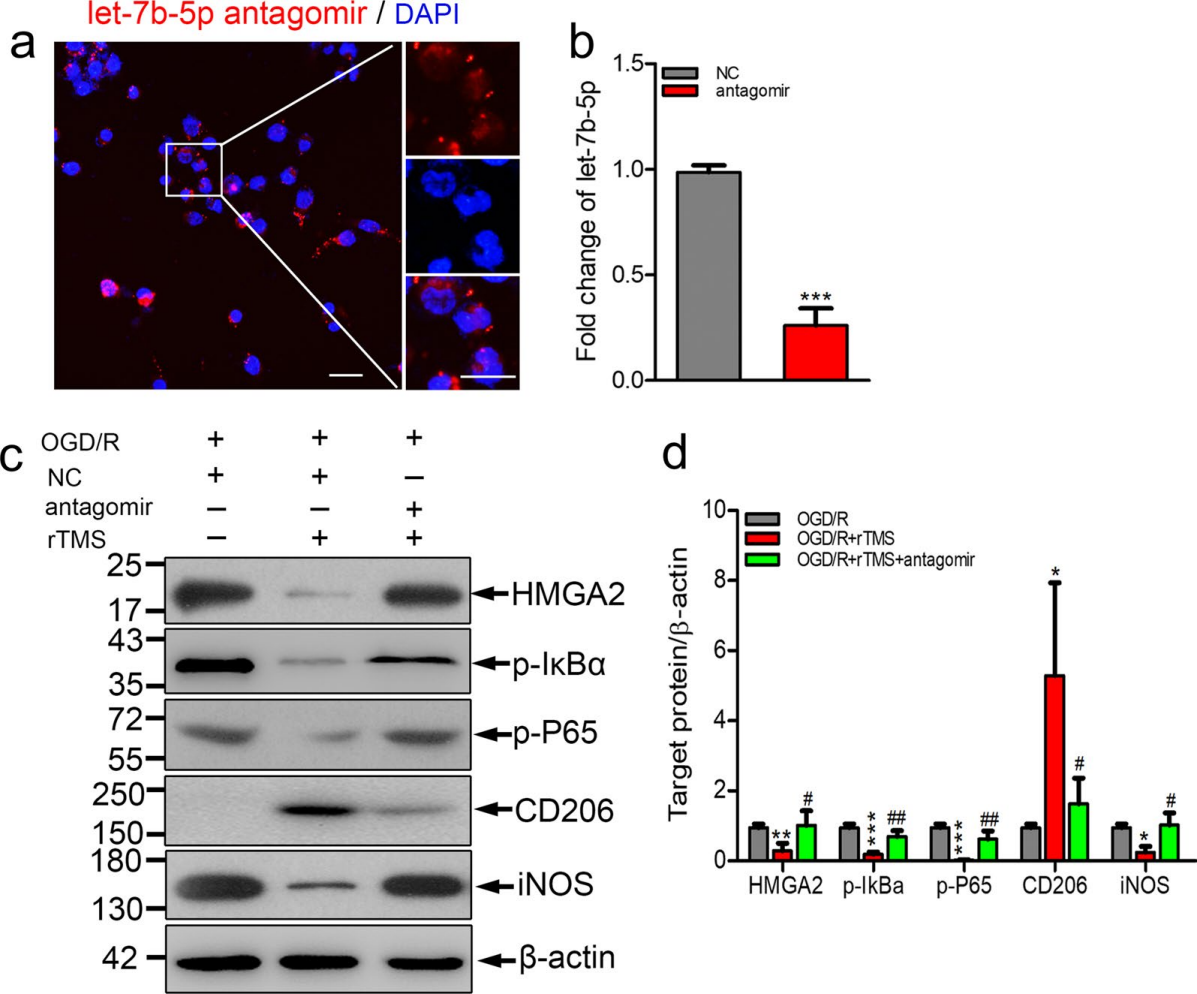
Let-7b-5p antagomir abolished rTMS effects on HMGA2/NF-κB pathway and microglia polarization. **a** Immunofluorescence staining to detect the successful transfection of Cy5-let-7b-5p antagomir (red), nucleus was in blue. **b** Real-time PCR for the detection of let-7b-5p level after NC antagomir or let-7b-5p antagomir transfection in BV2 cells (n = 3. ***P < 0.001 versus NC antagomir group). **c**, **d** Western blots and quantification of HMGA2/ NF-κB pathway associated proteins and microglia polarization markers in NC antagomir or let-7b-5p antagomir transfected OGD/R injured BV2 cells with or without rTMS treatment. n = 3. Data are expressed as mean ± SD; *P < 0.05, **P < 0.01, ***P < 0.001 versus OGD/R group; ^#^*P* < 0.05, ^##^*P* < 0.01 versus OGD/R + rTMS group. Scale bar: 5 μm

**Fig. 7:**
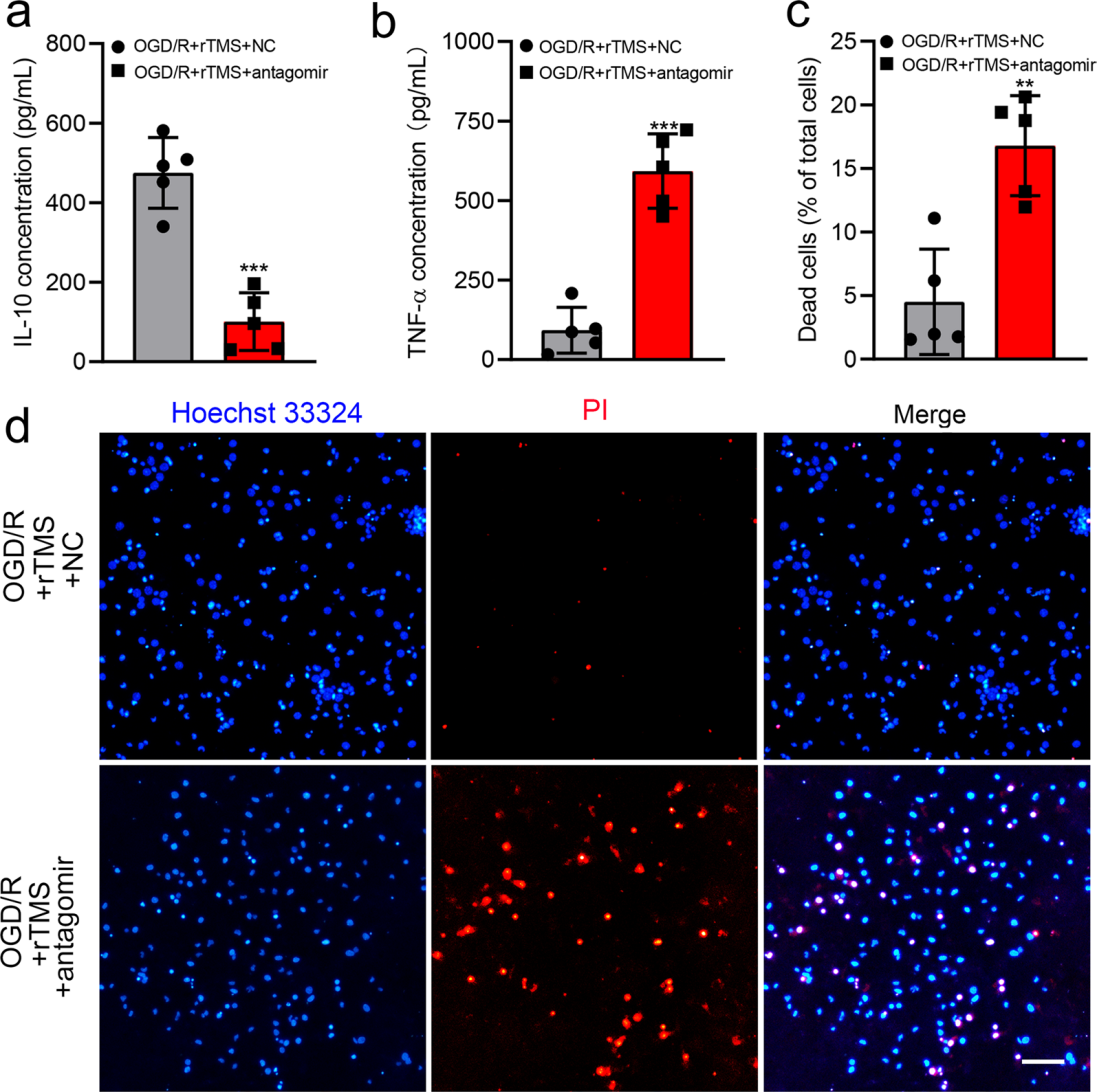
Let-7b-5p antagomir reversed neural protective roles of rTMS treated microglia. Concentration of IL-10 (**a**) and TNF-α (**b**) in different MCM. **c**, **d** Representative PI/Hoechst staining and quantification of PI positive dead neurons co-cultured with indicated MCM. n = 5. Data are expressed as mean ± SD; **P < 0.01, ***P < 0.001 versus OGD/R + rTMS + NC group. *NC* negative control, *MCM* microglia cell culture. Scale bar: 10 μm

### rTMS stimulated MCM attenuated neurological deficits following ischemic stroke but counteracted by let-7b-5p antagomir

Finally, whether rTMS-regulated MCM could still exhibit neuroprotective effect in vivo was explored. MCAO mice were randomly subjected into ctrl MCM, OGD/R MCM, OGD/R + rTMS MCM, OGD/R + rTMS + antagomir MCM group, receiving retroorbital intravenous injection of indicated MCM at the time of reperfusion, and at 3 days after reperfusion. As shown in Fig. 8a and b, The OGD/R MCM treatment lightly increased infarct volume, while the OGD/R + rTMS MCM administration significantly reduced infract volume from 32.46 ± 6.09% to 16.25 ± 6.09%, when compared to ctrl MCM-treated MCAO mice (*P* < 0.001). However, let-7b-5p antagomir transfection neutralized rTMS effects as the infract volume in OGD/R + rTMS + antagomir MCM group was increased to 32.88 ± 5.30%, around 2.0-fold higher than OGD/R + rTMS MCM group. Besides, neurological function was reflected by the mNSS tests consisting of four subitems. In MCAO mice, the best performances were observed in mice received the OGD/R + rTMS MCM. Distinguishable differences were detected in motor and sensory functions, which could reflect complex behavioral deficits. However, the benefit effects of the OGD/R + rTMS MCM disappeared in the absence of let-7b-5p, which induced by let-7b-5p antagomir (Fig. 8c).

**Fig. 8:**
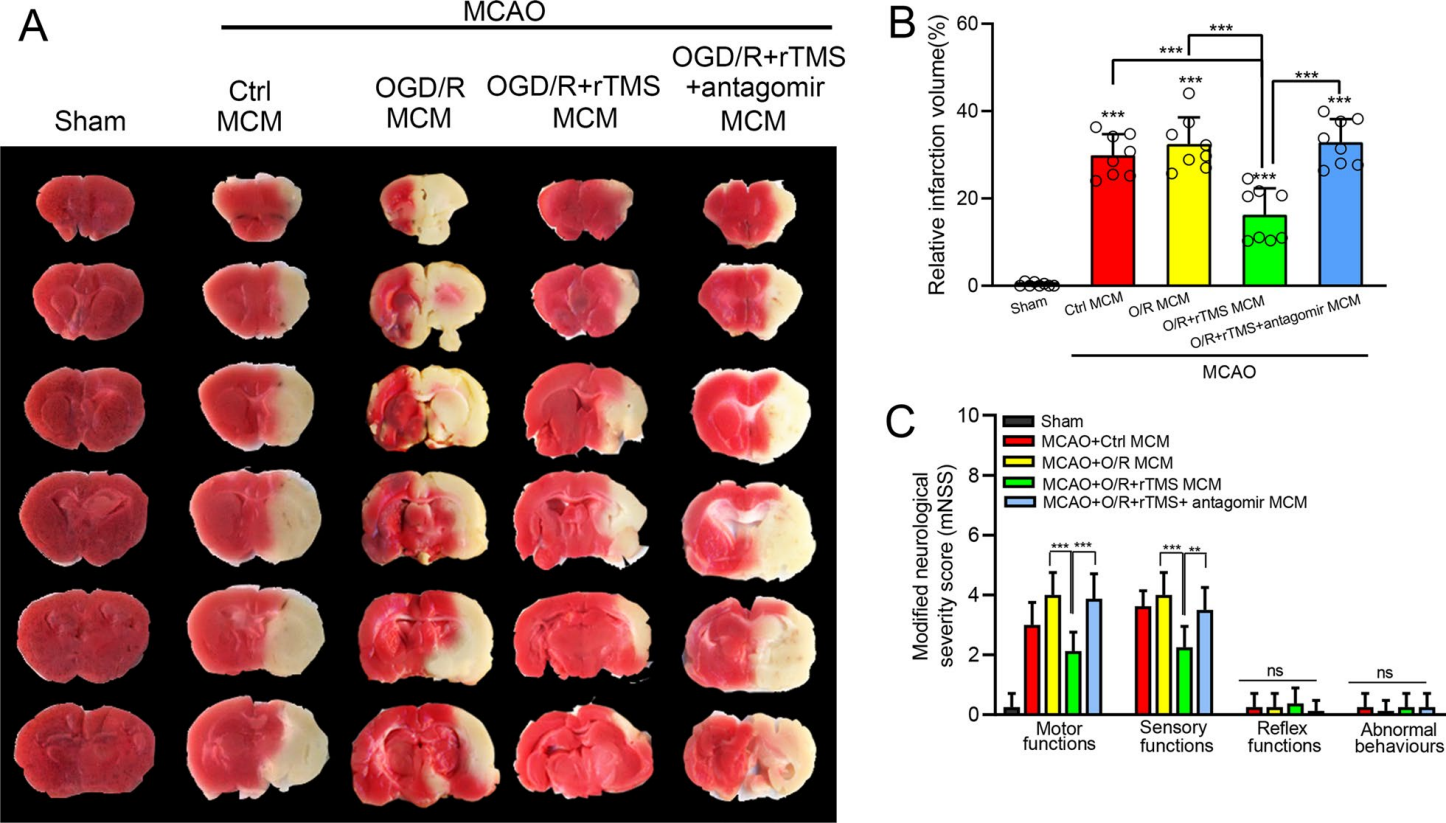
rTMS stimulated MCM reduced infarct volumes and promoted functional recovery in MCAO mice, but weaken by let-7b-5p antagomir. Immediately after reperfusion and at 3 days post reperfusion, the MCAO mice received retroorbital intravenously injection of indicated MCM. At 7 days post reperfusion, ischemic regions were detected by TTC staining. **a** Representative image of TTC staining in the indicated groups. **b** Quantitative analysis of infarct volume. **c** The neurological deficit was evaluated by modified Neurological Severity Score (mNSS). n = 8 animals per group. Data are expressed as mean ± SD; **P < 0.01, ***P < 0.001, *ns* no significance

## Discussion

This study demonstrated that 10 Hz rTMS could inhibit M1 polarization of microglia in peri-infarct area through regulating let-7b-5p/HMGA2/NF-κB signaling pathway, reducing microglia-associated neuroinflammation. The 10-Hz rTMS increased let-7b-5p to inhibit HMGA2 protein expression, and reduced NF-κB activation, resulting in reduced secretion of pro-inflammatory mediators from microglia. Down-regulation of let-7b-5p counteracted rTMS effects on microglia polarization and functional recovery after cerebral ischemic stroke.

Microglia are highly plastic cells that assume diverse phenotypes in response to the stimulations that alter their environments [3, 4]. The present study was in accordance with previous study, revealing an M2-to-M1 microglia phenotype shift in the peri-infarct region after ischemic stroke [5]. Both in mice and rats, increased CD206^+^ M2 microglia were observed in the peri-infarct region within 7 days after MCAO reperfusion, and then gradually decreased. In contrast, CD16/32^+^ or iNOS^+^ M1 microglia appeared and gradually increased on the 3rd day after MCAO reperfusion, and maintained high expression on the 14th day. Such microglia phenotype transformation has been reported in models of spinal cord injury [21], indicating that the phenotypic changes of microglia might be a common pathological mechanism of a variety of central nervous system injuries. Maintaining microglia in M2 phenotype while inhibiting M1 microglia polarization holds great potential to alleviated brain injuries after cerebral ischemic stroke.

rTMS is a promising approach for treating ischemic stroke [6]. Clinical studies confirmed rTMS effects to alleviate post-stroke dysphagia [22], aphasia [23], motor dysfunctions [24, 25], and chronic pain [26]. Despite the profound effects of rTMS to treat ischemic stroke, the cellular and molecular substrates that underlie the effects of rTMS remain poorly understood [8]. Regulation of neuronal activity is the best-known mechanism of rTMS, and different frequencies of rTMS have opposite effects. High-frequency rTMS (≥ 5 Hz) could improve neuron excitatory, while low-frequency rTMS (≤ 1 Hz) inhibits neuron excitatory, thus high-frequency rTMS always applied to lesioned cortical areas and low-frequency rTMS applied to the contralateral brain [27]. Over the past 2 decades, increasing researches have indicated that non-neuronal cells could be the likely cellular effectors of rTMS, such as astrocytes and microglia [9]. Our previous study proved that continuous application of 10-min daily 10 Hz rTMS to MCAO rats for seven days inhibited neurotoxic transformation of astrocytes [12]. However, the rTMS effects on microglia has been largely unexplored. rTMS was reported to have no effect on microglia number in the motor cortex or hippocampus in normal healthy rats [28]. On the contrary, rTMS activated microglia and increased Iba-1 expression following ischemic injury or the induction of demyelination [10, 29]. Besides, there was study indicated that high intensity and high frequency rTMS applied to the injure spinal cord attenuated microglia activation [11]. The present study found that the 10 Hz rTMS used to inhibit neurotoxic astrocytes could also prevent M1 polarization of microglia. This finding provides strong evidence that microglia is one of the cellular effectors of rTMS.

In our previous study, possible molecular mechanism by which rTMS regulated astrocytic phenotype in ischemic stroke rats was not explored [12]. As increasing evidence revealed important role of microRNAs (miRNAs) to regulate microglia activation or polarization [13, 30], miRNAs changes were detected in the current study. Both in vivo and in vitro results demonstrated that rTMS increased let-7b-5p expression in microglia. Let-7 was the first miRNA family discovered in human and highly conserved across species [31]. Let-7b is a member of the let-7 family that has been shown to exert multiple functions, such as inhibiting neural stem cell proliferation, accelerating neural differentiation and protecting mesenchymal stem cells from apoptosis and autophagy following implantation into infarcted myocardium [32, 33]. Let-7b was also reported to modulate inflammation in microglial cells, although the conclusions were inconsistent. Mukherjee et al. revealed that let-7a/b can interact with TLR7 and NOTCH signaling pathway and enhance TNF-α release from microglia [34]. However, Han et al. demonstrated that overexpression of let-7b inhibited hippocampal microglia activation, inflammation response and epileptic seizures by targeting Stat3 [35]. Controversial roles of let-7b in microglia may be explained by the different cellular context and signaling through different PPRs mediates differential expression of let-7b [34]. In the current study, let-7b-5p induced by rTMS treatment inhibited OGD/R injury triggered inflammation in microglia and reduced TNF-α release from microglia. The inhibition of let-7b-5p by antagomir impaired the rTMS effects on microglia and promoted microglia secretion of pro-inflammatory mediators to damage neurons. These results demonstrated that the function of the rTMS to regulate microglia phenotype depended on the up-regulation of the let-7b-5p.

To further elaborate the downstream pathway mediating the rTMS and let-7b-5p in microglia, TargetScan prediction and dual-luciferase reporter gene assays were applied to figure out the let-7b-5p target protein. It was confirmed that HMGA2 was one of the target genes of let-7b-5p, which is consistent with previous reports [36]. In OGD/R injured microglia, HMGA2 was significantly increased while rTMS reduced HMGA2 expression to the baseline level. However, inhibition of let-7b-5p re-increased HMGA2 in microglia. Thus, rTMS could regulate HMGA2 through modulating let-7b-5p. HMGA2 has been reported to play an important role in tumorigenesis, cell proliferation, cell transformation, and inflammation [37]. Elevation of HMGA2 notably promoted the release of proinflammatory cytokines (TNF-α, IL-6, and IL-1b), while downregulation of HMGA2 remarkably attenuated the release of proinflammatory cytokines, suggesting that HMGA2 positively regulates inflammation [38]. Besides, HMGA2 could interact with PI3K/Akt pathway to further activate NF-κB-mediated inflammatory responses [39, 40]. NF-κB activation was associated with M1 polarization of microglia [20]. In the current study, rTMS reduced p-IκBα, p-P65 expression in OGD/R microglia and reduced microglia secretion of TNF-α, while let-7b-5p antagomir transfection counteracted above rTMS effects. rTMS treatment alleviated toxicity of microglia culture media collected from OGD/R microglia to neurons. But increased neural death was detected when let-7b-5p expression was inhibited. Thus, rTMS inhibited activity of HMGA2/NF-κB pathway by increasing let-7b-5p to keep OGD/R injured microglia in M2 phenotype.

Collectively, the current study for the first to link the therapeutic effect of rTMS on ischemic stroke with microglial polarization and reveal the possible molecular mechanism was associated with let-7b-5p/HMGA2/NF-κB pathway. However, the regulation of HMGA2/NF-κB by rTMS through let-7b-5p was only assessed with in vitro model, further experiments with animals or even clinical trials are needed in the future study.

## Conclusions

The present study demonstrated that 10 Hz rTMS could alleviate neuroinflammation through inhibiting M1 polarization of microglia after cerebral ischemia–reperfusion injury. The underlying mechanism for high-frequency rTMS to modulate microglial phenotypes is associated with the upregulation of let-7b-5p to inhibit HMGA2 and NF-κB signaling pathway. This study was the first to explore rTMS effects and the possible underlying mechanisms on microglia in cerebral ischemic injury models which may extend our understanding on mechanisms of rTMS in treating ischemic stroke.

## Supplementary Information

**Additional file 1: Figure S1.** Changes of microglial polarization phenotypes in the peri-infarct region after MCAO reperfusion. Representative immunofluorescent staining of CD206 (**a**) and iNOS (**b**) in Iba-1^+^ cells on the brain sections obtained from ischemic rats at 1, 3,5,7, and 14 days after middle cerebral artery occlusion (MCAO)reperfusion or from sham-operated animals. Scale bar: 10μm.

**Additional file 2: Figure S2. **Unedited blots for Figure 2c, Figure 5c and Figure 6c.

**Additional file 3: Table S1.** Sequences of the primers used for detecting miRNAs by qRT-PCR.

**Additional file 4: Table S2.** The differential expressed miRNAs in the peri-infarct region at 7 days post-modeling.

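Table S2 lists 172 miRNAs with their read count in each of the 6 libraries, a fold change between the MCAO + rTMS and MCAO groups, and a p-value. The counts of all 172 equal those in the deposited table of 493 miRNAs. In the paper's columns, 86 have a fold change above 1 and 86 below 1, and 16 of the latter have a fold change of 0, since no read count is listed in the MCAO + rTMS libraries. In the edgeR test with TMM factors, 187 miRNAs had a fold change of at least 2 and an unadjusted p under 0.05 at any count, and 163 of the 172 were among them. For the 156 miRNAs of Table S2 with a fold change above 0, all changes had the same direction as in the edgeR fit. The log2 fold changes of that fit differed from those of Table S2 by at most 0.14, with a median difference of -0.05. With DESeq2 1.42.0 the difference was at most 0.04. The fold change of let-7b-5p was 6.99 with edgeR, and the paper's value is 7.26. Of the 172 miRNAs, 81 had a count above 200 in every library.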

**Additional file 5: Table S3.** Mature sequencesof the top six miRNAsincreased by rTMS treatment.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files. The miRNA sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series Accession Number GSE192910. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192910).

## Abbreviations

rTMS: Repetitive transcranial magnetic stimulation
MCAO: Middle cerebral artery occlusion
I/R: Ischemia–reperfusion
OGD/R: Oxygen and glucose deprivation/reoxygenation
MCM: Microglia culture medium
mNSS: Modified neurologic severity score
FISH: Fluorescence in situ hybridization
ELISA: Enzyme-linked immunosorbent assay
qRT-PCR: Quantitative real-time reverse transcription PCR

# Supplementary material for: High-frequency repetitive transcranial magnetic stimulation (rTMS) protects against ischemic stroke by inhibiting M1 microglia polarization through let-7b-5p/HMGA2/NF-κB signaling pathway
**Source:** BMC Neurosci. 2022 Aug 4;23:49. doi: 10.1186/s12868-022-00735-7
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Changes of microglial polarization phenotypes in the peri-infarct region after MCAO reperfusion. Representative immunofluorescent staining of CD206 (a) and iNOS (b) in Iba-1+ cells on the brain sections obtained from ischemic rats at 1, 3,5,7, and 14 days after middle cerebral artery occlusion (MCAO)reperfusion or from sham-operated animals. Scale bar: 10μm.

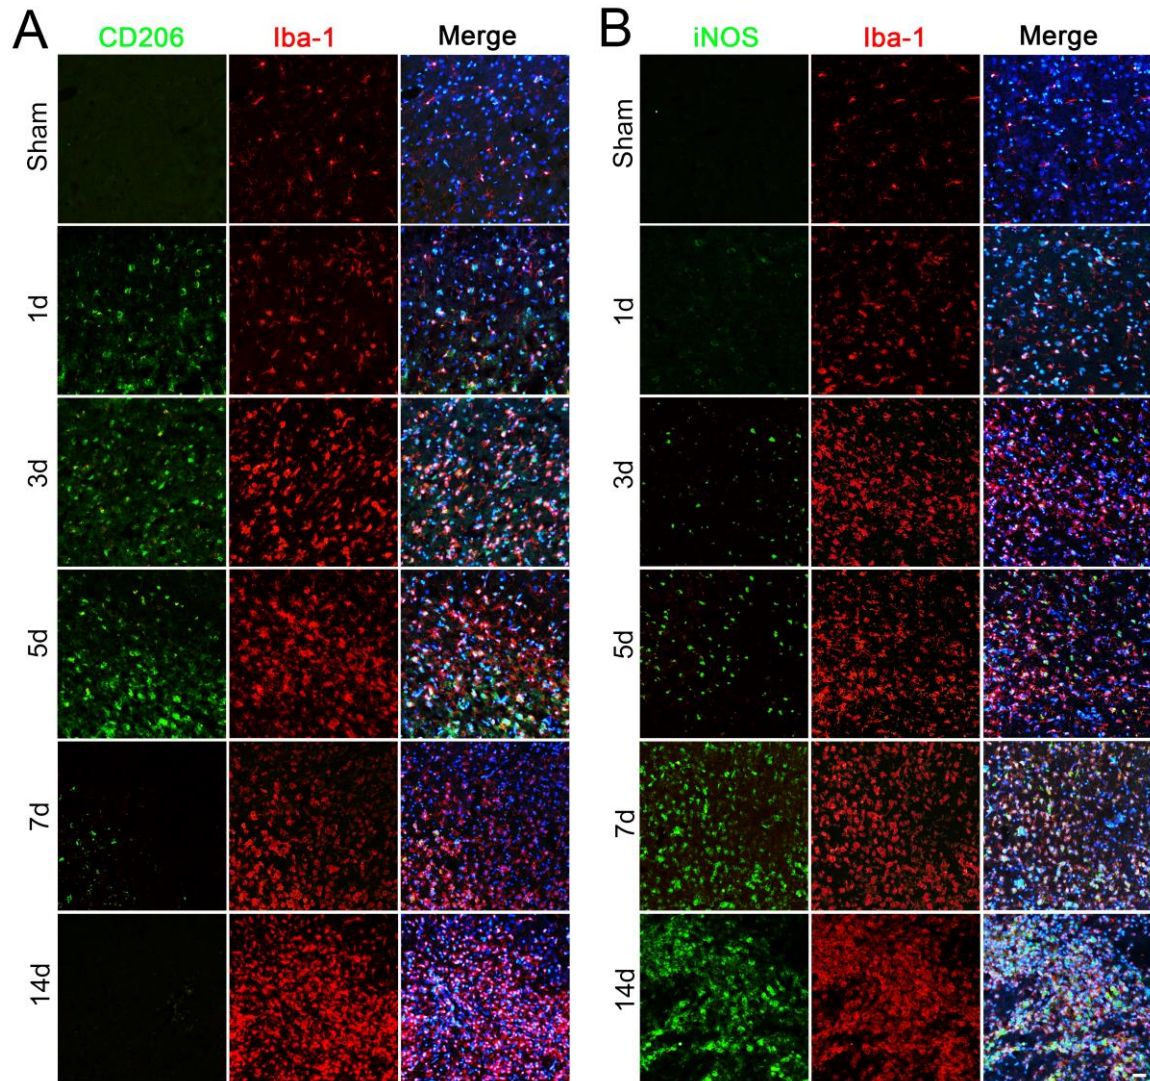

**Fig. S1. Changes of microglial polarization phenotypes in the peri-infarct region after MCAO reperfusion.** Representative immunofluorescent staining of CD206 (a) and iNOS (b) in Iba-1<sup>+</sup> cells on the brain sections obtained from ischemic rats at 1, 3, 5, 7, and 14 days after middle cerebral artery occlusion (MCAO) reperfusion or from sham-operated animals. Scale bar: 10μm.

# Supplementary material for: High-frequency repetitive transcranial magnetic stimulation (rTMS) protects against ischemic stroke by inhibiting M1 microglia polarization through let-7b-5p/HMGA2/NF-κB signaling pathway
**Source:** BMC Neurosci. 2022 Aug 4;23:49. doi: 10.1186/s12868-022-00735-7

Unedited blots for Figure 2C

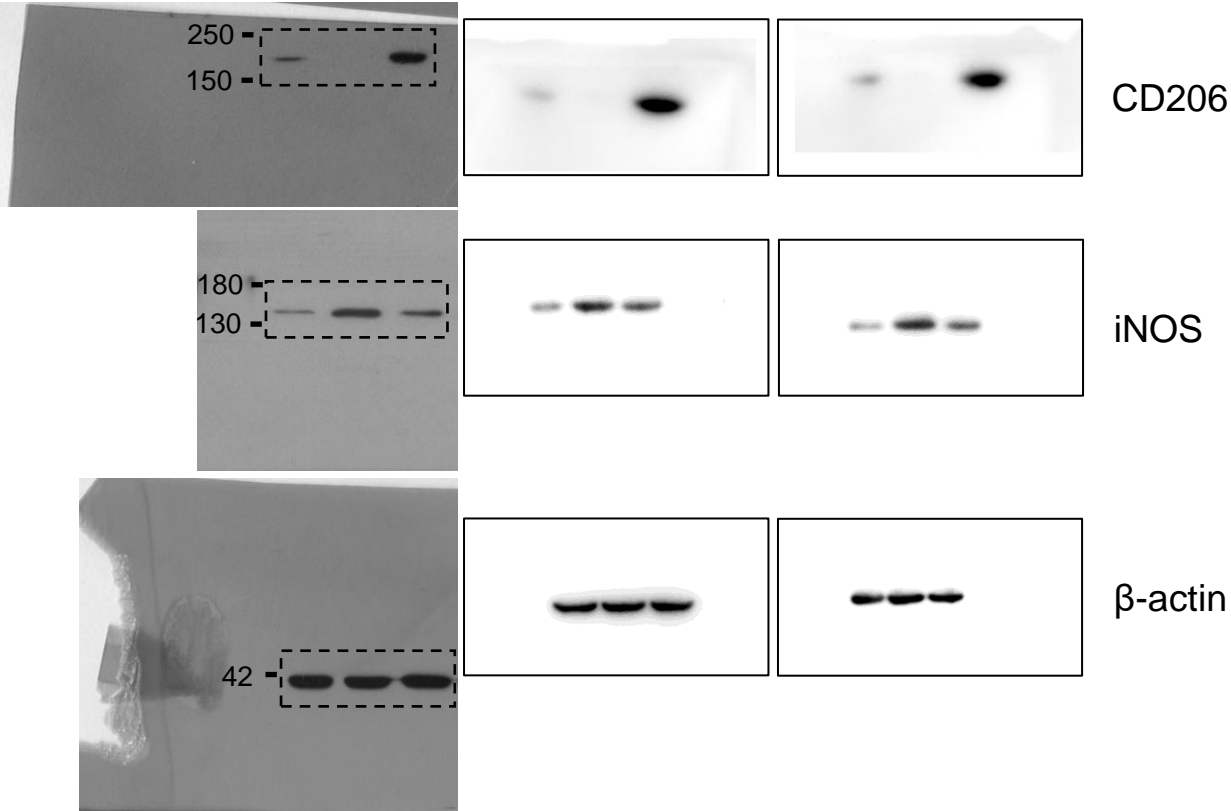

Blots with high contrast

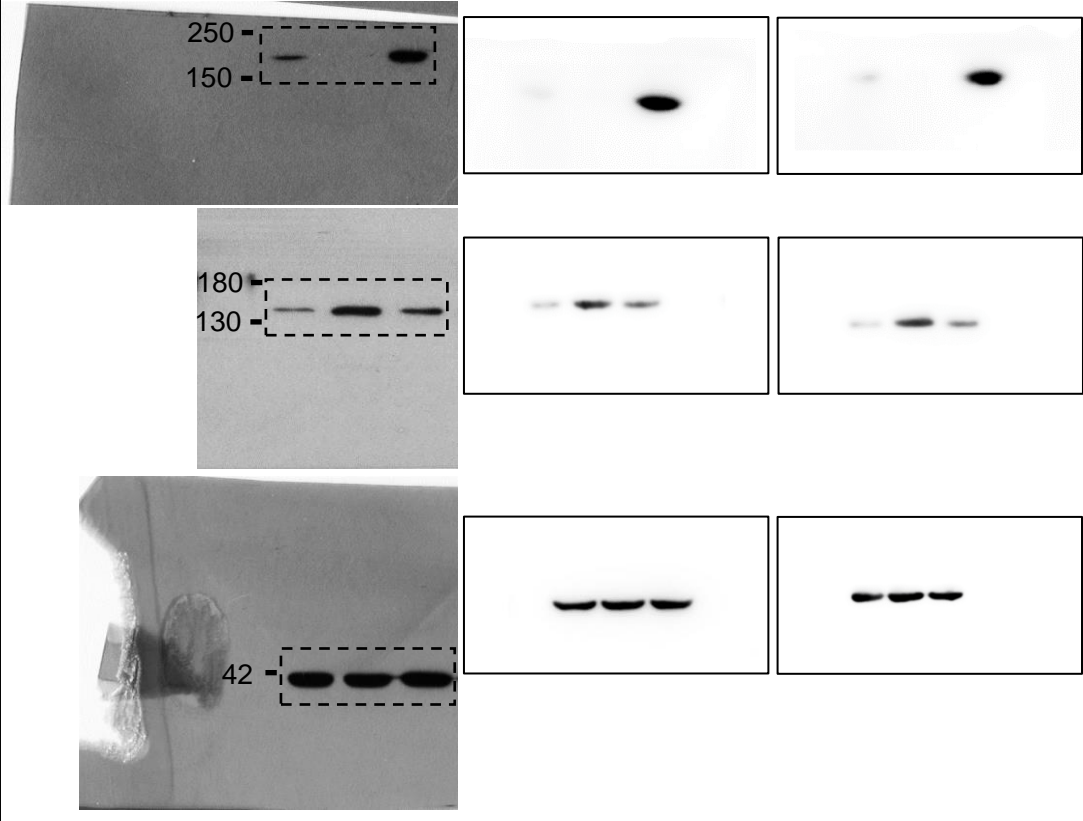

Blots with low contrast

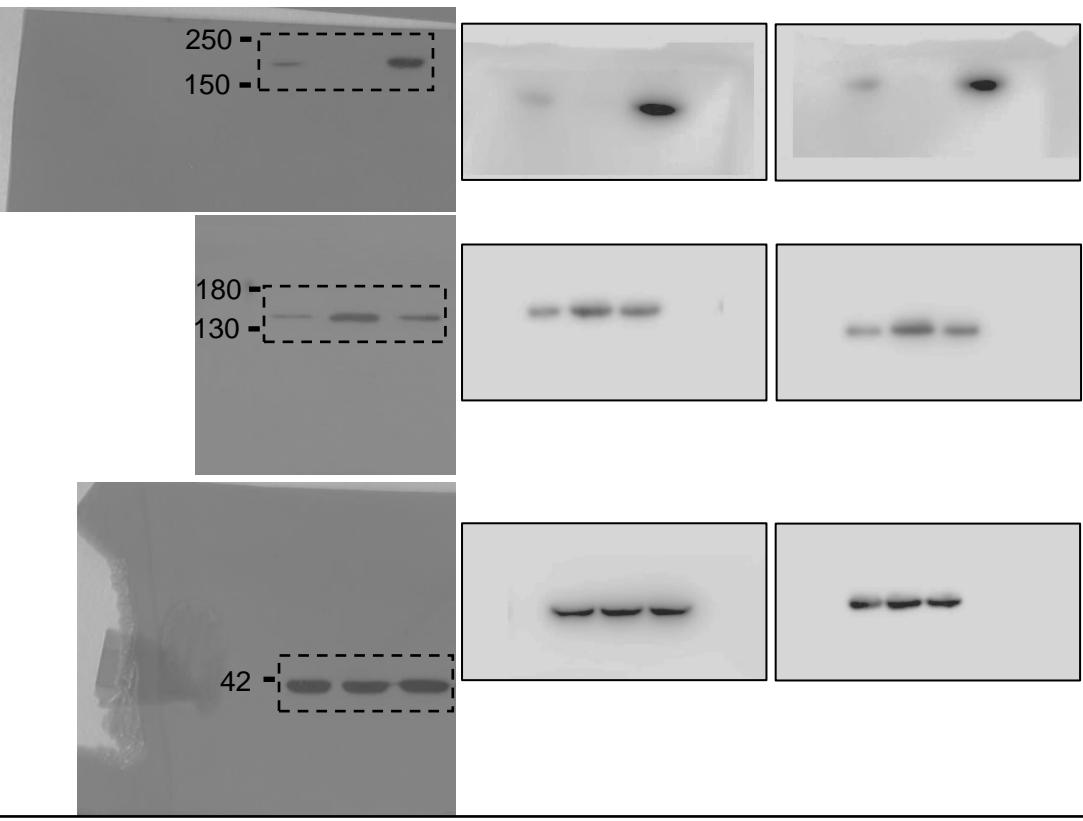

Unedited blots for Figure 5C

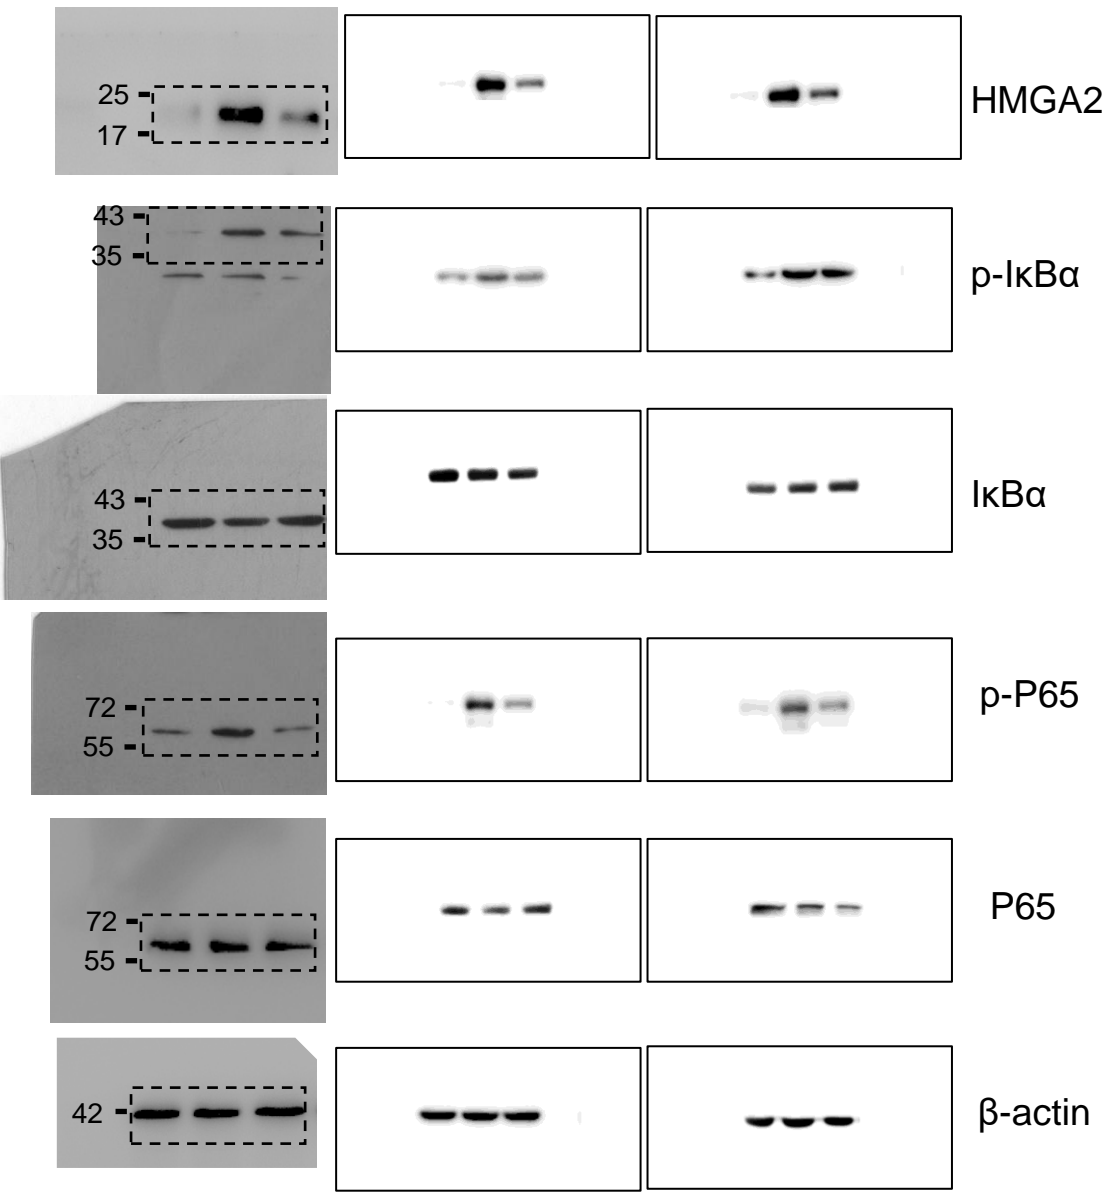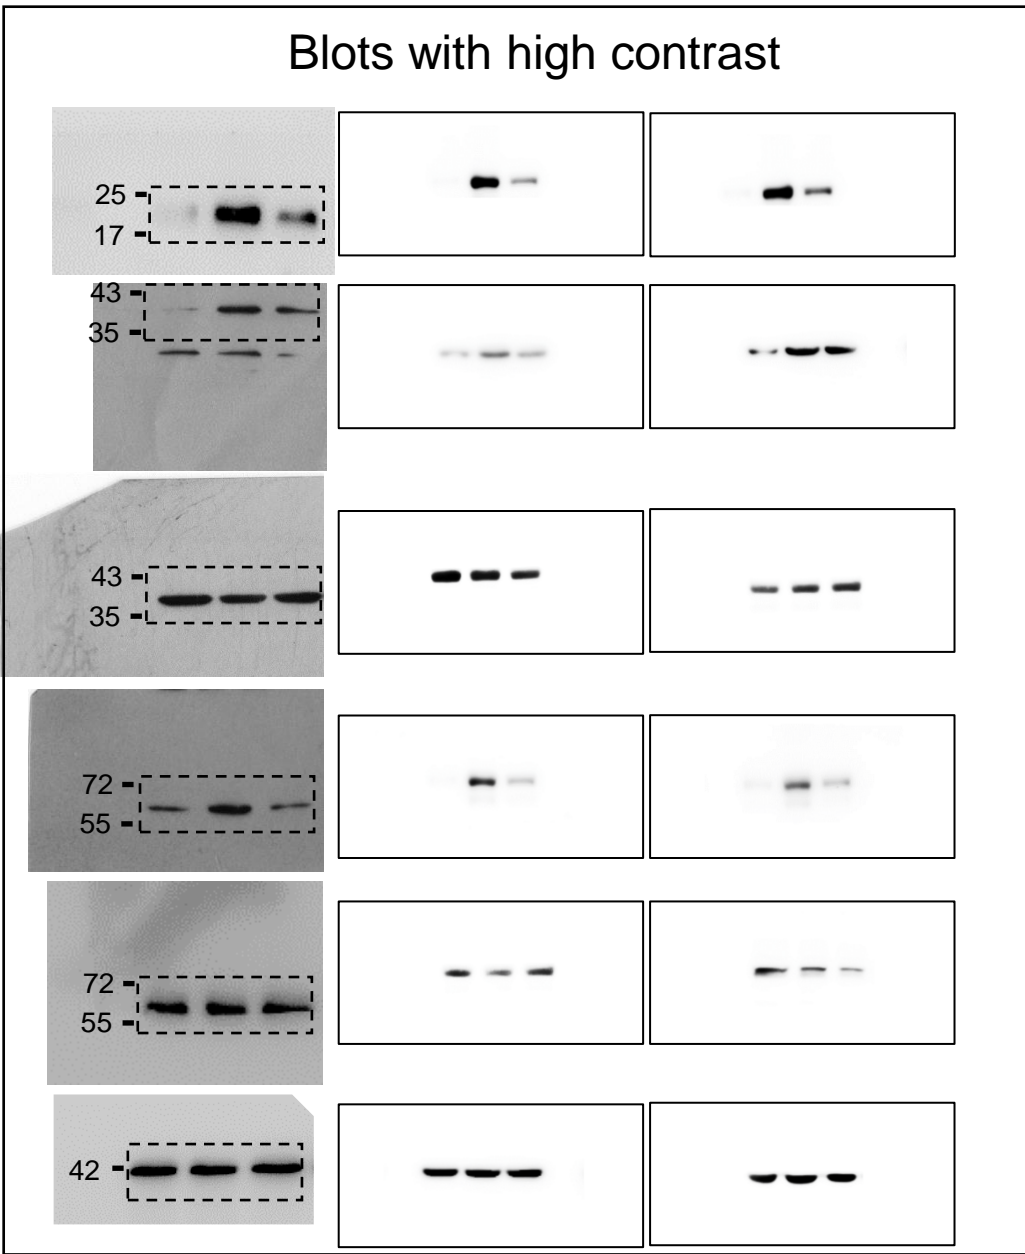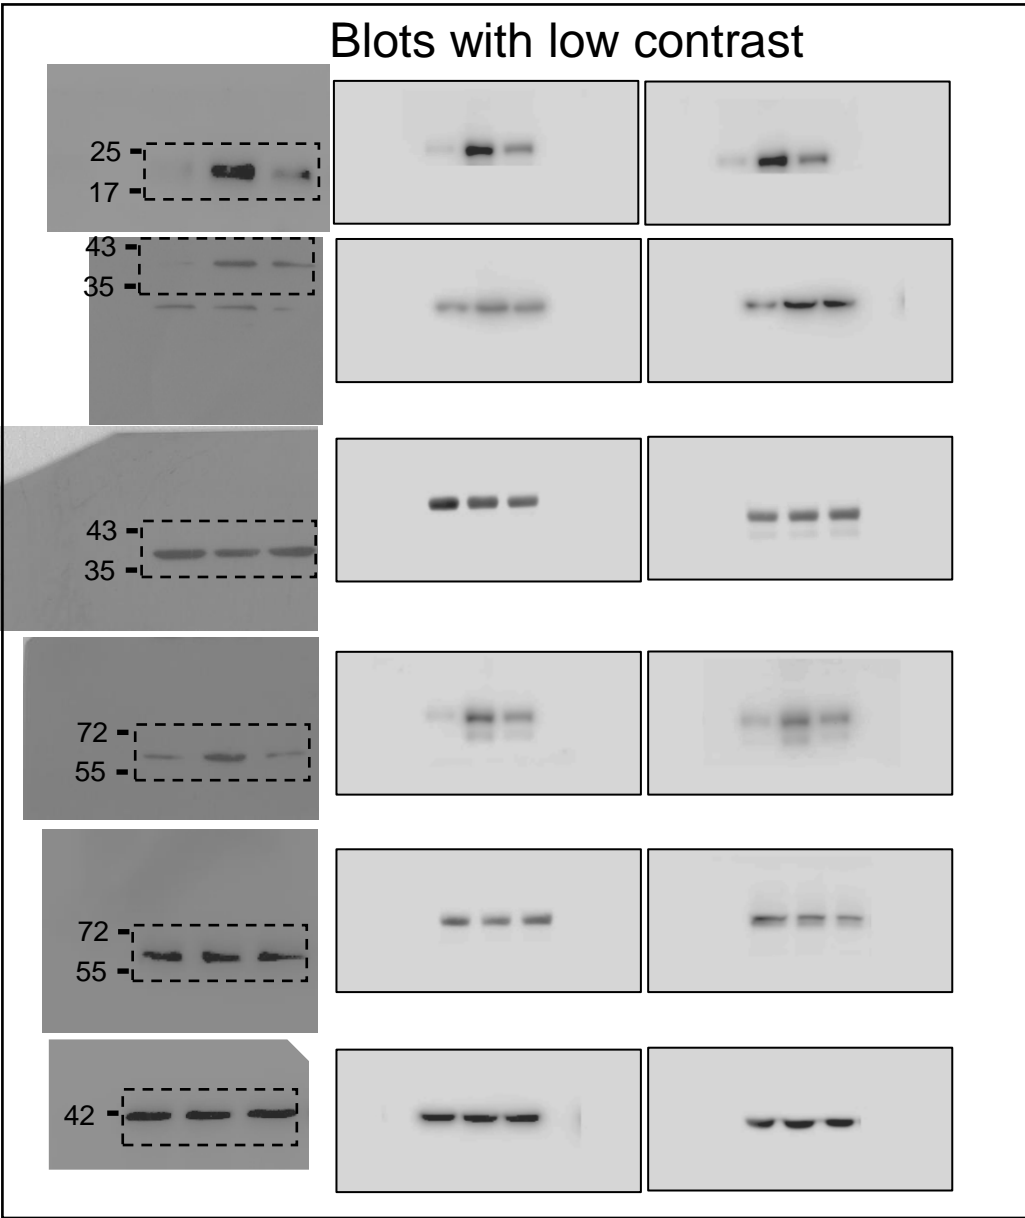

Unedited blots for Figure 6C

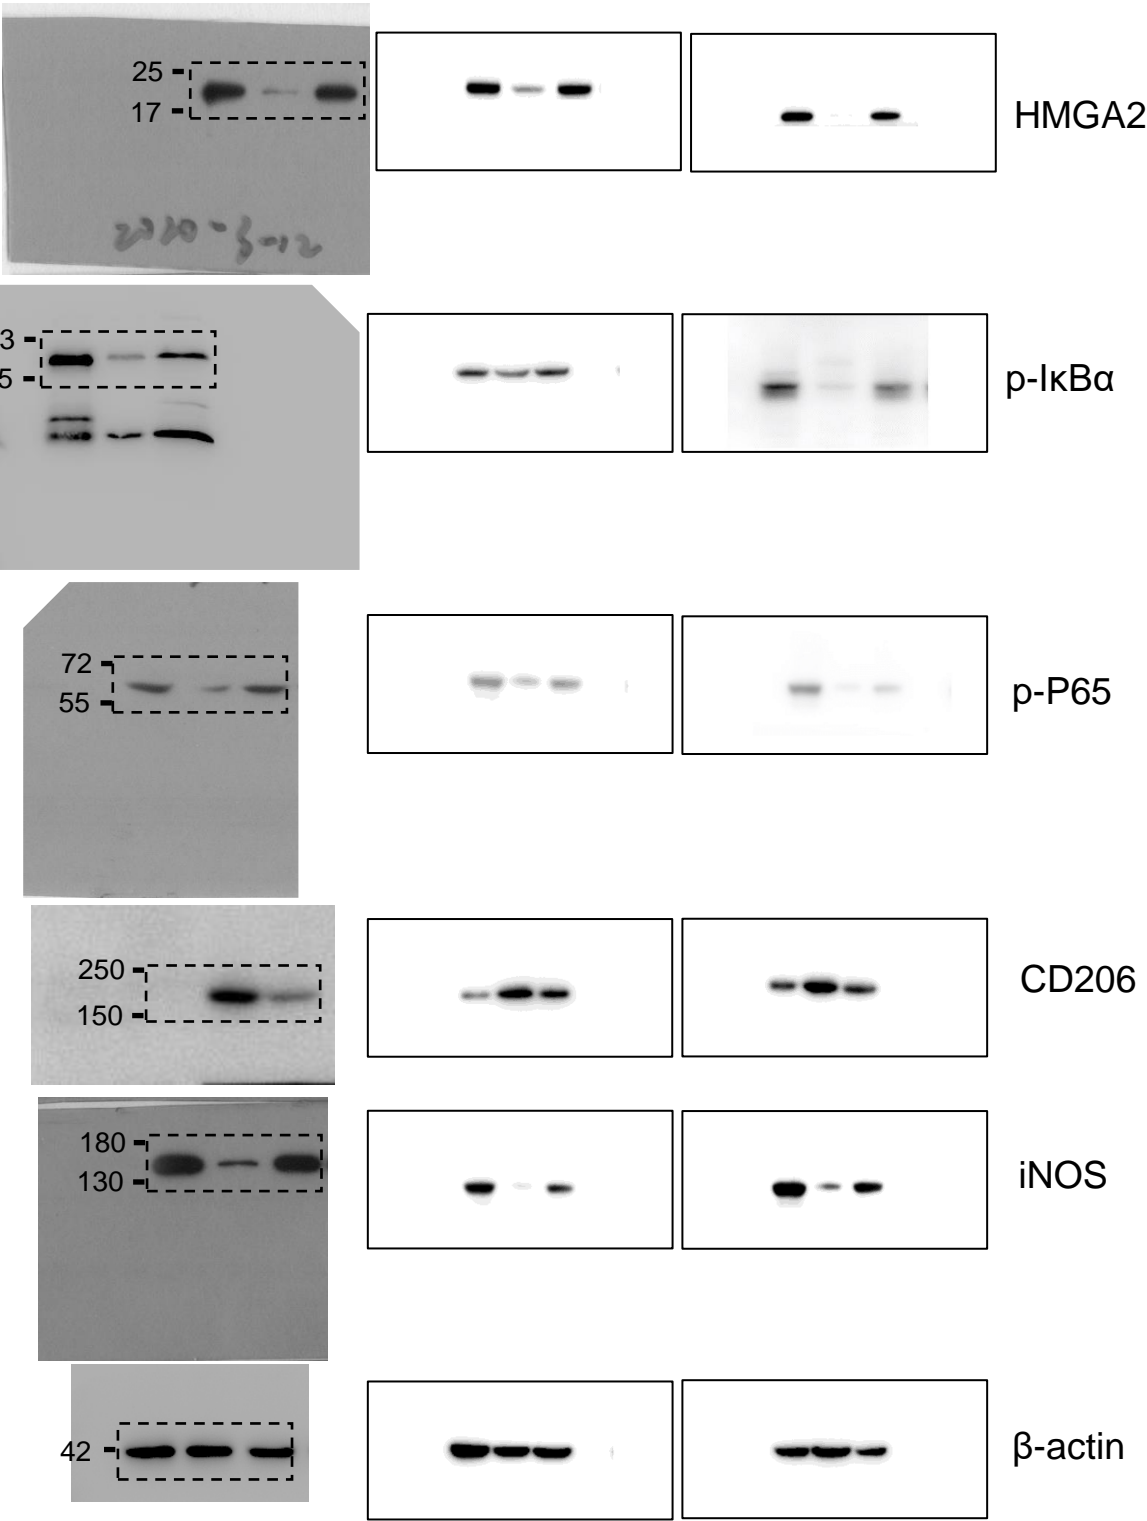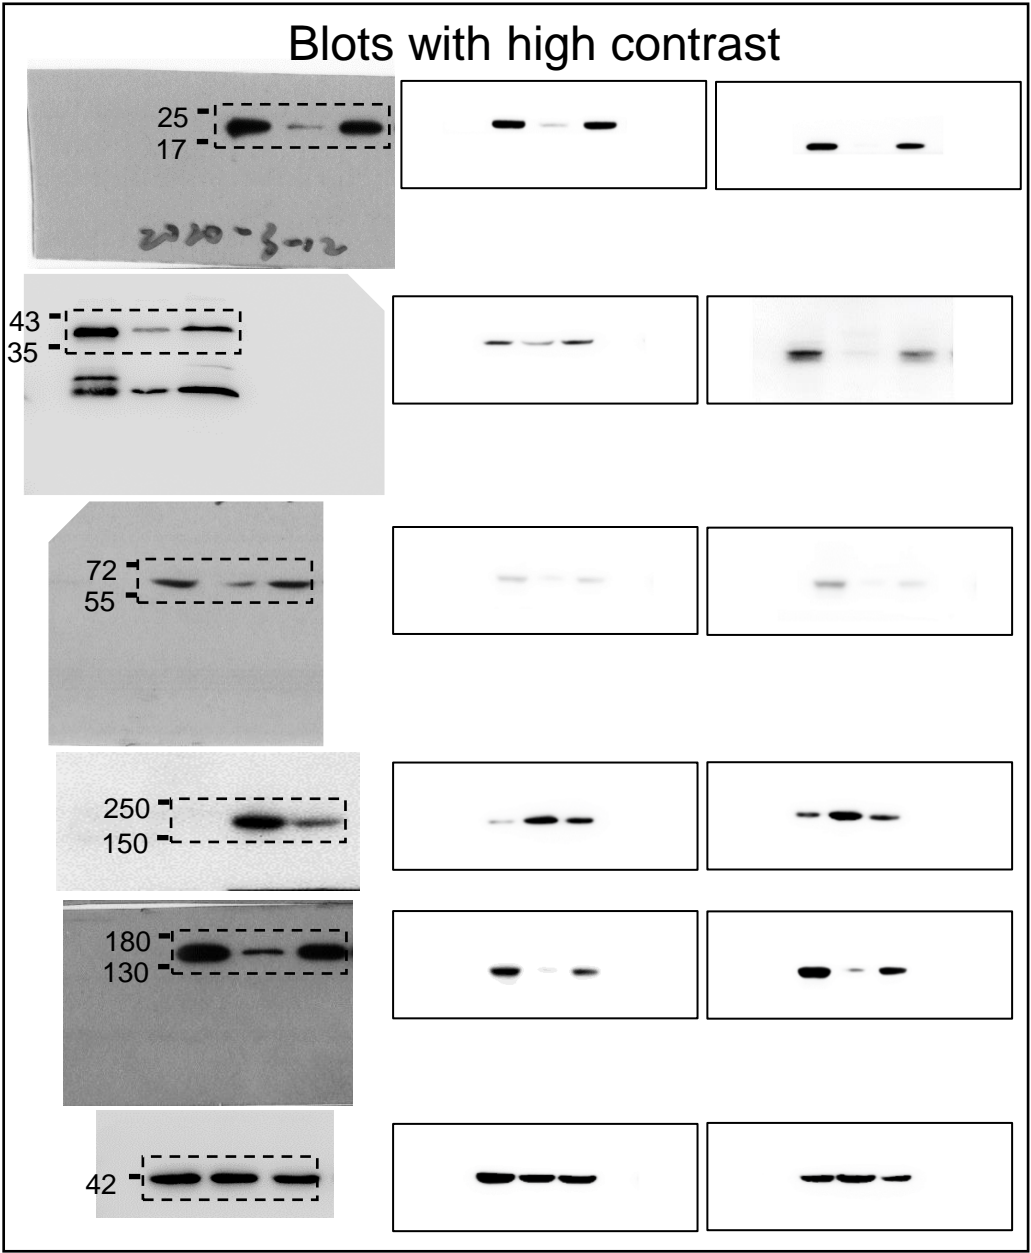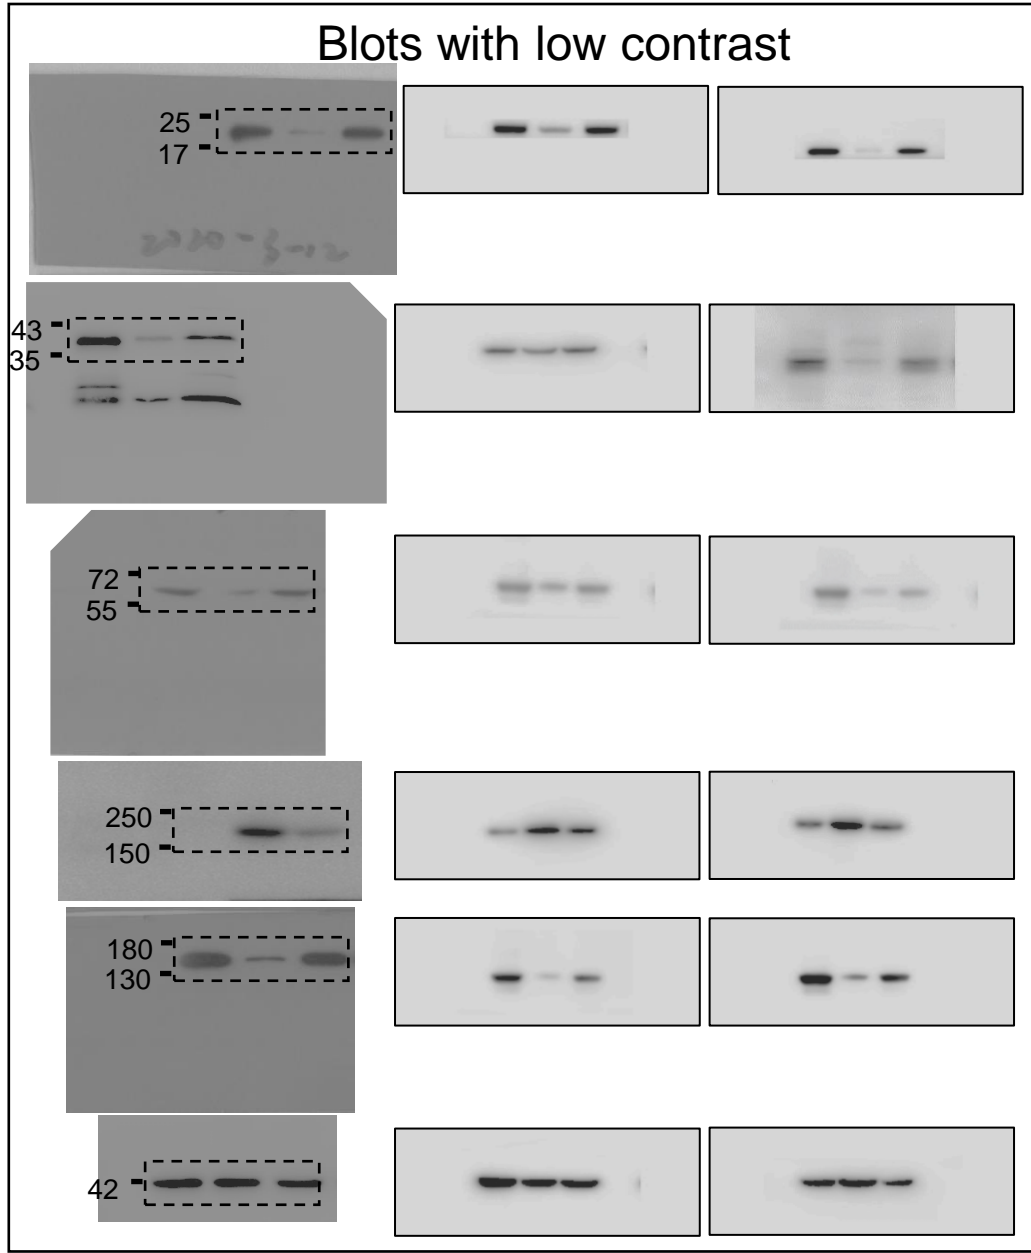

**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. Unedited blots for Figure 2c, Figure 5c and Figure 6c.

# Supplementary material for: High-frequency repetitive transcranial magnetic stimulation (rTMS) protects against ischemic stroke by inhibiting M1 microglia polarization through let-7b-5p/HMGA2/NF-κB signaling pathway
**Source:** BMC Neurosci. 2022 Aug 4;23:49. doi: 10.1186/s12868-022-00735-7
**Supplement:** Supplementary file 3 — Additional file 3: Table S1. Sequences of the primers used for detecting miRNAs by qRT-PCR.

**Table S1.** Sequences of the primers used for detecting miRNAs by qRT-PCR.

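Table S1 gives a forward and a reverse primer for each of the 5 conserved miRNAs and for U6, the small nuclear RNA used as the reference. Each miRNA has 1 primer that carries part or all of its mature sequence, written as DNA, while the other primer shares at most 6 nucleotides in a row with it. The reverse primer of let-7b-5p ends in nucleotides 1 to 15 of the mature miRNA, and the forward primer of let-7c-5p ends in nucleotides 1 to 16. Both stretches occur in both let-7b-5p and let-7c-5p. The forward primers of miR-206-3p and miR-1224 each carry nucleotides 1 to 14 of their miRNA. The reverse primer of miR-671-3p is the whole mature sequence of 21 nucleotides.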

| <b>miRNAs</b> | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|---------------|-------------------------------|-------------------------------|
| let-7b-5p     | ATCCAGTGCGTGTCGTG             | TGCTTGAGGTAGTAGGTTG           |
| let-7c-5p     | GGGGTGAGGTAGTAGGTTGT          | CAGTGCAGGGTCCGAGGT            |
| miR-206-3p    | CTGCCGTGGAATGTAAGGAA          | TATGGTTGTTCTGCTCTCTGTCTC      |
| miR-671-3p    | CTGGCTGGACAGAGTTGTCAT         | TCCGGTTCTCAGGGCTCCACC         |
| miR-1224      | CTCTCATGTGAGGACTGGGGA         | AGTGCGTGTCGTGGAGTCG           |
| U6            | TGCGGGTGCTCGCTTCGGCAGC        | CCAGTGCAGGGTCCGAGGT           |

# Supplementary material for: High-frequency repetitive transcranial magnetic stimulation (rTMS) protects against ischemic stroke by inhibiting M1 microglia polarization through let-7b-5p/HMGA2/NF-κB signaling pathway
**Source:** BMC Neurosci. 2022 Aug 4;23:49. doi: 10.1186/s12868-022-00735-7
**Supplement:** Supplementary file 4 — Additional file 4: Table S2. The differential expressed miRNAs in the peri-infarct region at 7 days post-modeling.

**Table S2. The differential expressed miRNAs in the peri-infarct region at 7 days post-modeling.**

|                  |    |    |     |     |     |     |             |             |
|------------------|----|----|-----|-----|-----|-----|-------------|-------------|
| rno-miR-295-3p   | 26 | 16 | 14  | 0   | 0   | 0   | 0           | 0.000306356 |
| rno-miR-351-3p   | 24 | 12 | 40  | 46  | 56  | 46  | 2.601450519 | 0.013281142 |
| rno-miR-222-5p   | 23 | 13 | 21  | 39  | 37  | 39  | 2.662501203 | 0.020523766 |
| rno-miR-376c-3p  | 23 | 22 | 15  | 0   | 0   | 0   | 0           | 0.000119971 |
| rno-miR-3065-5p  | 23 | 16 | 31  | 0   | 0   | 0   | 0           | 2.57E-05    |
| rno-miR-154-3p   | 21 | 16 | 16  | 0   | 0   | 0   | 0           | 0.00050071  |
| rno-miR-6315     | 21 | 20 | 16  | 0   | 0   | 0   | 0           | 0.000215084 |
| rno-miR-449a-5p  | 21 | 19 | 27  | 0   | 0   | 0   | 0           | 3.85E-05    |
| rno-miR-224-5p   | 18 | 18 | 25  | 64  | 55  | 55  | 3.650703107 | 0.000415887 |
| rno-miR-193b-5p  | 17 | 30 | 27  | 74  | 94  | 65  | 3.901254193 | 3.42E-05    |
| rno-miR-92a-1-5p | 17 | 10 | 13  | 0   | 0   | 0   | 0           | 0.006025565 |
| rno-miR-500-3p   | 14 | 15 | 11  | 0   | 0   | 0   | 0           | 0.004957209 |
| rno-miR-337-3p   | 13 | 12 | 23  | 0   | 0   | 0   | 0           | 0.001317901 |
| rno-miR-483-3p   | 13 | 0  | 22  | 58  | 49  | 36  | 5.604775491 | 7.65E-05    |
| rno-miR-3064-5p  | 13 | 13 | 25  | 36  | 45  | 34  | 2.917460381 | 0.010958795 |
| rno-miR-18a-5p   | 13 | 19 | 12  | 0   | 0   | 0   | 0           | 0.002092516 |
| rno-miR-483-5p   | 10 | 11 | 13  | 31  | 42  | 31  | 3.904057311 | 0.002766621 |
| rno-miR-3594-5p  | 10 | 0  | 11  | 59  | 46  | 35  | 9.184434634 | 2.23E-06    |
| rno-miR-410-5p   | 0  | 14 | 15  | 56  | 36  | 42  | 5.519317722 | 4.37E-05    |
| rno-miR-6321     | 0  | 0  | 142 | 184 | 224 | 308 | 7.081321091 | 3.89E-04    |

---

# Supplementary material for: High-frequency repetitive transcranial magnetic stimulation (rTMS) protects against ischemic stroke by inhibiting M1 microglia polarization through let-7b-5p/HMGA2/NF-κB signaling pathway
**Source:** BMC Neurosci. 2022 Aug 4;23:49. doi: 10.1186/s12868-022-00735-7
**Supplement:** Supplementary file 5 — Additional file 5: Table S3. Mature sequencesof the top six miRNAsincreased by rTMS treatment.

**Supplementary Table 3** Mature sequences of the top six miRNAs increased by rTMS treatment.

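The mature sequences in this table were compared base by base. For 5 of the 6 miRNAs the rat and the mouse sequence are identical. For miR-485-3p the sequences share a stretch of 19 nucleotides, CAUACACGGCUCUCCUCUC, which covers positions 1 to 19 of the rat sequence and positions 4 to 22 of the mouse sequence, so the mature miRNAs start at different bases. The sequence of let-7b-5p is UGAGGUAGUAGGUUGUGUGGUU, and let-7c-5p differs from it by G17A, with positions counted from 1 at the 5′ end and the base of let-7b-5p first. In the sequencing of the peri-infarct cortex, let-7b-5p had a mean count of 177805 over the 6 libraries and let-7c-5p a mean count of 1089290.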

| miRNAs     | Species                |                        |
|------------|------------------------|------------------------|
|            | Rat (rno)              | Mouse (mmu)            |
| let-7b-5p  | UGAGGUAGUAGGUUGUGUGGUU | UGAGGUAGUAGGUUGUGUGGUU |
| let-7c-5p  | UGAGGUAGUAGGUUGUAUGGUU | UGAGGUAGUAGGUUGUAUGGUU |
| miR-485-3p | CAUACACGGCUCUCCUCUCUUC | AGUCAUACACGGCUCUCCUCUC |
| miR-206-3p | UGGAAUGUAAGGAAGUGUGUGG | UGGAAUGUAAGGAAGUGUGUGG |
| miR-671-3p | UCCGGUUCUCAGGGCUCCACC  | UCCGGUUCUCAGGGCUCCACC  |
| miR-1224   | GUGAGGACUGGGGAGGUGGAG  | GUGAGGACUGGGGAGGUGGAG  |

How the deposited data were processed for this re-analysis (not part of the article)

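Small RNA of the peri-infarct cortex was sequenced from 3 MCAO rats and 3 MCAO + rTMS rats, and each library was mapped to its group and replicate number from the sample labels, the methods, and the columns of Table S2. The authors deposited raw read counts for 493 mature miRNAs and a smaller table with the counts of 73 of them, and did not normalize either. According to the paper and the labels, the libraries were made with a kit for small RNA and sequenced on an Illumina HiSeq machine, and a company analysed the reads. The aligner, the miRNA database, the genome build, and the counting rule are not named there. No count from 1 to 9 occurs in the table, and 286 of the 2958 counts are 0.

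Total counts lay between 10492610 and 15411620 per library, with a median of 11457692 in the MCAO group and 14794712 in the MCAO + rTMS group. At this depth the precision is lowest for miRNAs near 10 counts, for which a listed 0 limits what can be seen. The reads carry no molecular identifiers that were used here, so counts are not numbers of independent molecules.

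The counts were analysed in R 4.3.3 with edgeR 4.0.16. Rows were kept by edgeR's filterByExpr function, which left 452, libraries were scaled with TMM factors, and the groups were compared with the quasi-likelihood test without a block, since the rats of the groups are different animals. P-values were adjusted by the Benjamini-Hochberg method over the 452 miRNAs. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Levels are CPM of the TMM-scaled totals, and log values of CPM were taken after adding 1. The threshold of a mean CPM above 200 used CPM of the library totals without TMM factors. The paper's thresholds were read as a fold change of at least 2, an unadjusted p under 0.05, and a mean count over the 6 libraries above 200. Tables and figures were made in Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9. Correlations across miRNAs were tested with 100000 permutations, two-sided, and miRNAs are not independent replicates.

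The fit was tested on simulated data, drawn from the real means, library totals, and dispersions with 200 miRNAs changed and counts under 10 set to 0. Of the 441 simulated miRNAs that passed the filter, 194 were changed, and 76.8% of these were recovered with the right direction. Of the 247 unchanged, 8 were called, which is 5.10% of the calls. The slope of estimated on true log2 fold change was 1.01 over the 289 miRNAs with a mean count above 200 and 1.18 over all 441. Without setting counts under 10 to 0, the slope over the same 441 was 1.00. The simulated changes were placed at random, with as many increases as decreases. The simulation therefore does not test the scaling against a shift of abundant miRNAs between the groups, as in the real counts.

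The miRNAs named in the text are the 6 named in the paper, all members of the let-7 family in the table, and the 5 with the largest fold change in each direction among those with an adjusted p under 0.05, a mean count above 200, and no overlap between the groups. Any other miRNA named was chosen after its values were seen, or belongs to a list of tissue or cell markers. The grouping, the test between the groups, this rule, and the alternatives were set before the data were examined, except that Table S2, with the counts, fold changes, and p-values of 172 miRNAs, had been read by then. The tests of possible explanations were chosen later, after a first fit of the counts. The alternatives were RLE and upper-quartile factors, library totals only, the 10 most abundant miRNAs left out of the scaling, DESeq2 1.42.0, limma-voom with limma 3.58.1, an equal-variance two-sample test on log2 values after the test named in the methods, other filters and count thresholds, the replicate number as a block, and each library left out in turn. Leaving out rows with identical counts and setting each 0 to 9 were added after the data had been seen. The replicate numbers come from the sample labels.

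Neighbouring miRNA genes were taken from the RefSeq gene table of the GRCr8 assembly, in which 415 of the 452 tested miRNAs matched a gene name. Coordinates are not printed, since the build behind the counts is not named. GC content was not tested, because mature sequences of only 6 miRNAs were used here. The PCR, in situ hybridization, cell culture, and protein experiments of the paper were not analysed here.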

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

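The tests for shared reads, muscle, blood, and GC content were chosen after the fold changes had been seen. All 18 results here are miRNAs whose change in the sequencing the paper's text does not describe, although 13 of them have a fold change and a p-value in Table S2, 6 of them are in the authors' selection of 73 (miR-194-5p, miR-344b-3p, let-7a-5p, let-7e-5p, let-7f-5p, and let-7i-5p), and the discussion cites other work on let-7a. They stand out because they differed between the MCAO + rTMS and MCAO groups with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

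The 3 largest increases among miRNAs with a mean count above 200 were those of miR-664-2-5p (log2 fold change 3.28), miR-10b-5p (3.16), and miR-672-5p (2.88). The 5 largest decreases were those of miR-135a-5p (-2.47), miR-376a-5p (-2.31), miR-194-5p (-2.22), miR-344b-3p (-2.17), and miR-20a-5p (-2.14). For these 8 miRNAs all 3 libraries of the MCAO + rTMS group lay on the same side of all 3 MCAO libraries, and all 8 kept their direction and an adjusted p under 0.05 in every alternative fit of the counts. miR-10b-5p rests on low counts, at 3.64 ± 1.73 CPM (SD, n = 3) in the MCAO group and 32.6 ± 8.50 CPM (SD, n = 3) in the MCAO + rTMS group.

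In the let-7 family, let-7e-5p (log2 fold change 2.04), let-7a-5p (1.88), let-7f-5p (1.33), let-7i-5p (1.08), let-7c-1-3p (0.74), let-7d-3p (0.72), and let-7d-5p (0.57) were higher in the MCAO + rTMS group. Lower were let-7i-3p (-1.64), let-7a-1-3p (-0.94), and let-7c-2-3p (-0.94). With library totals only, let-7d-5p changed direction, and its log2 fold change was -0.074. The threshold of an adjusted p under 0.05 was lost, with the direction kept, by let-7c-1-3p in 9 of 17 alternatives, let-7a-1-3p in 8 of 17, let-7c-2-3p in 8 of 18, let-7d-5p in 4 of 18, and let-7d-3p in 2 of 18.

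Several technical explanations were tested for these 18 miRNAs. Library totals were larger in the MCAO + rTMS group, but after all libraries were thinned to the smallest total, 18 of the 18 kept their direction and an adjusted p under 0.05. Since the fit already scales by the totals, thinning tests only the effect of the number of counts. It does not test other differences between the libraries. Of the 18, 2, let-7a-1-3p and let-7c-2-3p, had the same count as each other in all 6 libraries. Reads shared between identical mature sequences would give such counts, but the mature sequences of these 2 were not at hand. Which of the 2 the decrease belongs to is not known from the counts. With the 2 counted once, the log2 fold change was -0.94 (adjusted p = 0.046 in the same edgeR test). The row that was kept holds the same counts, so its fold change could not move. This fit therefore does not test how shared reads were assigned. Equal counts would not reveal reads divided unequally between near-identical let-7 members, which was not tested. Muscle carried over with the tissue would raise all muscle miRNAs, but 3 of the 6 tested, miR-133a-3p, miR-133b-3p, and miR-499-5p, fell with an adjusted p under 0.05, while miR-1-3p, miR-1b, and miR-206-3p rose. Over the 18 alternatives from 1 to 3 muscle miRNAs fell, fewer than 3 in 8 of them, and 3 rose in each. Residual blood would move the red blood cell miRNAs together if they came from red blood cells alone. Of the 3 tested, 1, miR-486, rose while miR-451-5p and miR-16-5p fell. Over the 18 alternatives miR-486 rose and miR-16-5p fell in each, and miR-451-5p passed the threshold in all but 8. Whether the miRNAs of the muscle and blood lists come only from those tissues was not tested. Neither explanation is therefore excluded by these splits. GC content could not be tested, since mature sequences were at hand for 1.33% of the tested miRNAs. The differences therefore cannot be told apart from an effect of GC content. An effect of the rTMS treatment remains a hypothesis.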

How the results depend on the processing

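In all alternative fits of the counts, let-7b-5p and the other 5 miRNAs named in the paper stayed higher in the MCAO + rTMS group with an adjusted p under 0.05. The log2 fold change of let-7b-5p ranged from 2.16 to 2.91.

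The number of miRNAs with an adjusted p under 0.05 stayed within 1.5 times the 250 of the TMM fit in all alternatives, and was 260 with DESeq2, 256 with limma-voom, 196 with the equal-variance two-sample test, and from 179 to 253 across the 6 fits that each left out 1 library. Of the 250, 245 were also called by DESeq2 and 182 with library totals only, and none of the shared calls changed direction. The share of increased miRNAs, 49.2% with TMM factors, moved to 20.9% with library totals only and to 33.1% with upper-quartile factors. These scalings also moved the median log2 fold change, from -0.21 to -0.80 and -0.50. Relative to that median the log2 fold change of let-7b-5p was 3.01 with TMM factors, 2.96 with library totals only, and 3.02 with upper-quartile factors. A change of scaling moves all fold changes by nearly the same amount, so these values had to lie close together. No other cause of the change of the split was tested.

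The number past the paper's thresholds, 116, was 49 with a mean CPM above 200 and 187 with no count threshold, and from 106 to 120 when 1 library was left out. The rank of let-7b-5p by fold change, 4, was 2 with a count above 200 in every library, 5 with a mean count above 200 in at least 1 group, 1 with a mean CPM above 200, 6 with no count threshold, and from 2 to 5 when 1 library was left out. The cause of the changes with a left-out library was not tested. Between 6 and 9 of the 9 let-7 members on the 5p arm were increased with an adjusted p under 0.05 in all alternatives.

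The correlation between the arms of a hairpin (Spearman's rho 0.15) ranged from 0.13 to 0.20 when 1 library was left out, with a permutation p under 0.05 in 4 of the 6 fits; the cause was not tested.

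Direction reversed for 4 let-7 members with small changes. With library totals only, the log2 fold changes were -0.25 for let-7b-3p, -0.074 for let-7d-5p, and -0.41 for miR-98-5p. With upper-quartile factors it was -0.11 for miR-98-5p. For let-7e-3p it was 0.0011 with RLE factors, 0.026 with the 10 most abundant miRNAs left out of the scaling, 0.0018 with DESeq2, and from -0.19 to 0.16 when 1 library was left out, against -0.054 in the TMM fit. The reversals under another scaling go with a shift of the median of all miRNAs, which a change of scaling brings by construction. Relative to this median, the log2 fold change with TMM factors and with library totals only was 0.63 and 0.55 for let-7b-3p, 0.77 and 0.73 for let-7d-5p, and 0.40 and 0.39 for miR-98-5p, and for let-7e-3p it was 0.15 with TMM factors, RLE factors, and DESeq2. The cause of the change with a left-out library was not tested. Over the 30 named miRNAs other than let-7b-5p, these 4 members included, there were 534 values under an alternative, of which 486 kept direction and side of the threshold, 31 were weaker, 9 stronger, and 8 reversed, all 8 in these 4 members.

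With the replicate number as a block, 180 miRNAs had an adjusted p under 0.05 and the log2 fold change of let-7b-5p was 2.80. The deviations of same-numbered libraries from their group means had a correlation of -0.03, and the rats of a pair are different animals. The alternatives with GC content, alone or with the replicate block, were not run, because mature sequences of too few miRNAs were used here. The depth limits the results for rare miRNAs, because counts under 10 are listed as 0.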

Differences from the paper's values

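With a mean count above 200 as the reading of the count threshold, 116 miRNAs passed the thresholds, while the paper's number is 73. Of the alternatives set before the data were examined, apart from Table S2, those within 1.5 times the paper's number were a count above 200 in every library (86), a mean CPM above 200 (49), the equal-variance two-sample test (108), and the fits without MCAO replicate 1 (108), without MCAO replicate 2 (109), and without MCAO + rTMS replicate 3 (106). The other alternatives did not come within 1.5 times, with 112 to 187 miRNAs. None of the settings gave 73. The fold changes of the 6 miRNAs named in the paper were within 1.5 times those of Table S2 with TMM factors, and outside it only with library totals only, where let-7b-5p had a fold change of 4.47 against the paper's 7.26.

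The paper places let-7b-5p, let-7c-5p, miR-485-3p, miR-206-3p, miR-671-3p, and miR-1224 at the top of the miRNAs increased by rTMS. Here miR-664-2-5p, miR-10b-5p, and miR-672-5p had larger fold changes than let-7b-5p, and miR-1-3p, a miRNA chosen after its values were seen, with a log2 fold change of 2.48, lay above miR-485-3p. With a mean CPM above 200, let-7b-5p ranked 1. In the paper's own Table S2, miR-664-2-5p has a fold change of 10.1, miR-10b-5p 9.20, and miR-672-5p 7.60. Among the authors' selection of 73 miRNAs, which leaves these 3 out, the 6 named miRNAs had the 6 largest increases.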

Other observations

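The tests of the arms of a hairpin and of the marker lists were chosen after fold changes had been seen. The other tests were set after an initial fit of the counts but before their own results.

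Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real split, gave as many as 250 miRNAs with an adjusted p under 0.05. The other 3 gave 0, with 0 to 17 at an unadjusted p under 0.05. The remaining 6 of the 10 splits part fewer pairs and also gave 0, with 0 to 4 at an unadjusted p under 0.05. With so few splits the share cannot go under 0.05, so chance in the grouping cannot be excluded by this test. Scaling set by a few abundant miRNAs was tested as an explanation of the number of calls. With the 10 most abundant miRNAs left out of the scaling, 239 were called in place of 250.

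Table S2 holds 81 miRNAs with a count above 200 in every library, and 8 of them are not in the authors' selection of 73. The 8, chosen after their values were seen, are miR-664-2-5p, miR-323-5p, miR-125a-3p, miR-128-2-5p, miR-342-5p, miR-1843a-3p, miR-873-3p, and miR-873-5p. In MCAO replicate 1 the lowest count among the 73 is 619, and the counts of the 8 lie between 254 and 574. All 8 are higher in the MCAO + rTMS group, with log2 fold changes from 1.17 to 3.28.

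Of the tested miRNAs, 15 are listed at 0 in all 3 MCAO + rTMS libraries, and none is listed at 0 in all 3 MCAO libraries. All 15 were called lower in the MCAO + rTMS group with an adjusted p under 0.05, although their mean count in the MCAO group was only 13.3 to 41.7. Counts under 10 listed as 0 could account for such calls. With each 0 of a tested miRNA set to 9, a choice made after seeing the data, 9 of the 15 kept the call and the direction, and the other 6 did not. All 15 are in Table S2.

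The 5p and 3p arms of a hairpin come from 1 transcript. Across 138 hairpins with both arms tested, their fold changes had a Spearman's rho of 0.15 (permutation p = 0.0719), so a shared change in transcription was not detected across all hairpins, although rho passed a permutation p of 0.05 in 4 of the 6 fits that each left out 1 library. Both arms had an adjusted p under 0.05 in 45 hairpins, in the same direction in 24 and in opposite directions in 21. Counting noise in the rarer arm would lead to a clear correlation among abundant hairpins. Among 62 with both arms above a mean count of 200, rho was 0.25 (permutation p = 0.0502), higher than over all hairpins, as counting noise predicts, but not past 0.05. The weak correlation across all hairpins therefore cannot be told apart from counting noise in the rarer arm. In 24 of these 62 both arms had an adjusted p under 0.05, in the same direction in 14 and in opposite directions in 10. For these 10, calls in both arms at such counts argue against counting noise in the fit with TMM factors. An example, chosen after its values were seen, is miR-30e, with a log2 fold change of -1.69 (adjusted p = 0.00037) for the 5p arm and 1.42 (adjusted p = 0.00095) for the 3p arm in edgeR's quasi-likelihood test. With library totals only, 14 of 46 hairpins with both arms called had opposite directions. In the let-7 family, let-7i-5p rose while let-7i-3p fell, and both let-7d-5p (log2 fold change 0.57) and let-7d-3p (0.72) rose.

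A change in transcription of clusters was tested on 87 pairs of neighbouring miRNA genes within 10 kb. Their fold changes had a Spearman's rho of 0.11 (permutation p = 0.318), so no shared change of neighbours was detected. Pairs in the same cluster share members and are not independent.

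A difference between libraries that varies inside the groups, such as the position of the dissection, could also separate the groups. The difference between 2 libraries of a group was compared across miRNAs with the group difference computed from the remaining libraries. The median size of Spearman's rho was 0.13 inside the MCAO group and 0.21 inside the MCAO + rTMS group, both under the 0.3 set for a shared gradient. Across the 6 pairs of libraries rho ranged from 0.075 to 0.27, positive in all, and in 5 of the 6 the permutation p was 0.00823 or less, so a weaker shared gradient is not excluded.

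Of 7 miRNAs listed as markers of inflammation, 4 were lower in the MCAO + rTMS group with an adjusted p under 0.05, miR-155-5p (log2 fold change -1.17), miR-223-3p (-1.76), miR-142-3p (-1.35), and miR-142-5p (-1.38), and all 7 had a negative log2 fold change. Across the alternatives from 2 to 7 passed that threshold as lower, with 7 under library totals only. Of 9 listed as neuronal, 4 were lower with TMM factors, miR-9a-3p, miR-137-3p, miR-138-5p, and miR-212-3p, and 1, miR-128-3p, was higher. With library totals only, 8 were lower. Across the alternatives from 0 to 1 of the neuronal list were higher and from 3 to 8 lower. Of 4 listed as oligodendrocyte markers, 3 passed the filter on low counts. Of these, 2, miR-219a-2-3p (log2 fold change 1.22) and miR-338-5p (0.75), were higher with TMM factors, and with library totals only neither passed the threshold and 1, miR-338-3p, was lower. The fourth, miR-219a-5p, was tested in some alternatives only and was lower without MCAO replicate 2. Across the alternatives from 0 to 2 of the list were higher and from 0 to 1 lower.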
